# Treatment With the CSF1R Antagonist GW2580, Sensitizes Microglia to Reactive Oxygen Species

**DOI:** 10.3389/fimmu.2021.734349

**Published:** 2021-11-26

**Authors:** Katiria Soto-Diaz, Mario Vailati-Riboni, Allison Y. Louie, Daniel B. McKim, H. Rex Gaskins, Rodney W. Johnson, Andrew J. Steelman

**Keywords:** microglia, Csf1r, GW2580, reactive oxygen species, *in vivo*, *in vitro*

## Abstract

Microglia activation and proliferation are hallmarks of many neurodegenerative disorders and may contribute to disease pathogenesis. Neurons actively regulate microglia survival and function, in part by secreting the microglia mitogen interleukin (IL)-34. Both IL-34 and colony stimulating factor (CSF)-1 bind colony stimulating factor receptor (CSFR)1 expressed on microglia. Systemic treatment with central nervous system (CNS) penetrant, CSFR1 antagonists, results in microglia death in a dose dependent matter, while others, such as GW2580, suppress activation during disease states without altering viability. However, it is not known how treatment with non-penetrant CSF1R antagonists, such as GW2580, affect the normal physiology of microglia. To determine how GW2580 affects microglia function, C57BL/6J mice were orally gavaged with vehicle or GW2580 (80mg/kg/d) for 8 days. Body weights and burrowing behavior were measured throughout the experiment. The effects of GW2580 on circulating leukocyte populations, brain microglia morphology, and the transcriptome of magnetically isolated adult brain microglia were determined. Body weights, burrowing behavior, and circulating leukocytes were not affected by treatment. Analysis of Iba-1 stained brain microglia indicated that GW2580 treatment altered morphology, but not cell number. Analysis of RNA-sequencing data indicated that genes related to reactive oxygen species (ROS) regulation and survival were suppressed by treatment. Treatment of primary microglia cultures with GW2580 resulted in a dose-dependent reduction in viability only when the cells were concurrently treated with LPS, an inducer of ROS. Pre-treatment with the ROS inhibitor, YCG063, blocked treatment induced reductions in viability. Finally, GW2580 sensitized microglia to hydrogen peroxide induced cell death. Together, these data suggest that partial CSF1R antagonism may render microglia more susceptible to reactive oxygen and nitrogen species.

## Introduction

Microglia comprise 10-15% of total cells in the central nervous system (CNS) and are the recognized resident macrophages of this tissue. As such, microglia function to maintain homeostasis within the healthy brain and act as facilitators of immune responses within the CNS in response to damage or pathogenic challenge. For instance, microglia can clear cellular debris, non-functioning neuronal synapses (1) and dead neurons from the CNS through the process of phagocytosis (2). Upon activation by pathogen associated molecular patterns or by damage associated molecular patterns, microglia release cytokines, chemokines (3, 4) as well as cytotoxic substances including reactive oxygen species (ROS), and nitric oxide (NO) (4–6). While the production of inflammatory mediators by microglia may aid in the clearance of pathogens and/or facilitate repair, aberrant microglia activation is suspected to contribute to a plethora of neurological diseases and disorders including multiple sclerosis (7, 8), Alzheimer’s disease (9), stroke (10), Parkinson’s disease (11), amyotrophic lateral sclerosis (12) and autism spectrum disorder (13, 14). Moreover, pro-inflammatory cytokine production within the CNS is thought to contribute to sickness behavior (15, 16) and impaired cognitive function (15, 17–19).

Intriguingly, microglia viability within the adult brain has recently been shown to be dependent on constitutive colony-stimulating factor 1 receptor (CSF1R) signaling (20) which is needed for their survival, differentiation, proliferation and function (21). CSF1R binds to two ligands: CSF1 and interleukin-34 (IL-34) (22). While CSF1 is detectable in circulation, IL-34 is not circulated in blood (23). In the brain, CSF1 is expressed by astrocytes, oligodendrocytes and microglia, while IL-34 is primarily produced by neurons (24, 25). Ligand binding to CSF1R on microglia leads to tyrosine receptor kinase dimerization and autophosphorylation (26) and triggers activation of ERK and AKT pathways that regulate survival (27). Systemic administration of brain penetrant pharmacological inhibitors of CSF1R can suppress microglia reactivity and/or dramatically reduce viability by more than 90% (28). The use of these small molecules may prove to be clinically efficacious in curtailing the progression of neuroinflammatory and neurodegenerative disease states. Inhibitors of CSF1R include Pexidartinib/PLX-3397, BLZ945, and PLX5622 which eliminate microglia due to their strong affinity with the receptor and their ability to cross the blood brain barrier (28–34). Conversely, the inhibitors ARRY-382, Edicotinib, JTE-952 and GW2580 prevent cell proliferation without killing microglia (35–40). Notably, the consequence of systemic CSF1R antagonism on normal microglia physiology has not yet been fully elucidated. Some of these molecules such GW2580 are intriguing because they are brain penetrant, but do not appear to affect microglial cell survival.

The small molecule GW2580 is an orally available selective inhibitor of the tyrosine kinase activity of CSF1R (39, 40). This molecule has been shown to affect both microglia and monocyte proliferation (40, 41). While GW2580 does not readily affect microglia viability, oral gavage has been used to successfully treat animal models of multiple sclerosis (42, 43), Alzheimer’s disease (44), amyotrophic lateral sclerosis (45) and prion disease (46). Results from these studies suggest that treatment can decrease cell infiltration to the CNS (39, 41) and TNF production (40), however how this drug affects microglia physiology remains unknown.

Herein, we sought to determine the effect of GW2580 on microglia function in healthy mice. We found that treatment did not affect the percentage of circulating immune cell populations. However, our results revealed changes to microglia morphology as well as transcriptomic differences attributable to treatment, such as downregulation of genes related to reactive oxygen species regulation and survival. *In vitro* treatment of primary microglia cultures with GW2580 showed a dose-dependent reduction in viability only when concurrently treated with lipopolysaccharide (LPS). Notably, primary microglial cell cultures treated with either YCG0630, an inhibitor of ROS, or Nec-1, an inhibitor of necroptosis, abrogated the effects of GW2580 and LPS treatment on cell viability. Collectively, our data define the transcriptomic effects of systemic GW2580 treatment on normal microglia. Furthermore, our data suggest that CSF1R antagonism by GW2580 may render microglia more susceptible to reactive oxygen and nitrogen species.

## Materials and Methods

### Animals

All experimental procedures were approved by the Institutional Animal Care and Use Committee at the University of Illinois Urbana–Champaign, under protocol #19068 and were performed in accordance with guidelines of the National Institute of Health. Male and female C57BL/6J (Jackson Laboratories No. 000664) mice aged 8-12 weeks old were used for all experiments. Breeders were group-housed in solid-bottom caging with standard bedding (Teklad 1/8&quot; corncob) under temperature-controlled conditions (23 ± 1°C) with a 12-hour reversed light/dark cycles (10am-10pm). Rodent diet (Teklad No. 8640) and water were available *ad libitum*.

### GW2580 Treatment by Oral Gavage

Oral treatment of rodents with GW2580 has been well characterized (40). Specifically, *in vitro* treatment with GW2580 at 5µM inhibited CSF1 mediated cell proliferation by nearly 100%, and an oral dose of 80mg/kg increased circulating plasma GW2580 concentrations to 5.6µM. Oral treatment was subsequently shown to inhibit disease progression in rodent models of multiple sclerosis [40mg/kg/d (42)], amyotrophic lateral sclerosis [75mg/kg/d; (45)] Alzheimer’s disease [75mg/kg/d; (44)] and to attenuate depression-like behavior in MRL/lpr mice [100mg/kg/d; Chalmers et al. (47)]. As such, in the current study, mice were orally gavaged with either 80 mg/kg of GW2580 (LC Labs, Cat No. G-5903) diluted in 200µl of 0.1% Tween 80, 0.5% hydroxymethyl propyl-cellulose or vehicle alone (44) using 18G needles (Instech, Cat No. FTP-18-30-50) for a total of eight days (40). Animal weight and food disappearance were record daily. Burrowing activity, an indicator of sickness behavior, was measured every 48h (48). On day 8 post treatment, mice were euthanized by CO_2_ asphyxiation, blood was collected *via* cardiac puncture and the mice were perfused with 20-30 mL of sterile phosphate buffered saline (PBS; pH=7.4).

### Flow Cytometry

Following euthanasia blood samples were collected by cardiac puncture with EDTA-coated syringes. Whole blood (100µl) was added to ammonium chloride potassium (500µl) solution for 10 min. at room temperature in order to lyse the red blood cells. The cells were subsequently washed then suspended in ice-cold flow cytometry staining buffer (sterile PBS containing 2% FBS) and counted using an automated cell counter (Nexcelom Bioscience). Next, 1x10^6^ cells were labeled on ice with fluorophore conjugated antibodies to CD4 (Pacific Blue; clone RM4-5; BioLegend, Cat. No. 116008), CD8a (APC-Cy7; Clone 53-6.7; BioLegend, Cat. No. 100714), CD11b (APC; Clone M1/70; BioLegend, Cat. No. 101212), B220 (PE-Cy7; Clone RA3-682; BioLegend, Cat. No. 103224), Ly6G (FITC; Clone 1A8; BioLegend, Cat. No. 127608), Ly6C (PE; Clone HK1.4; BioLegend Cat. No. 128044), and FCblock (CD16/32) for 20 min. Cell were washed, suspended in flow buffer and data were acquired on a LSRII Flow cytometer (BD). Gates were determined using unstained and single-stained samples obtained from the same tissue of origin. Results were analyzed using FlowJo version 10.6.2 flow cytometry software (BD).

Adult brains were collected from mice, minced with a sterile razor blade and an enzymatic digestion for 45 min. in 5ml of StemPro Accutase (Gibco, Cat No. A1110501) at 37°C. Then the brain homogenate was filtered through a 70µm filter using a 3ml syringe plunger, then pelleted by centrifuging at 400x*g* for 5 min. Red cells were removed with a red blood cell lysis buffer (Biolegend, Cat No. 420302) followed by another centrifugation at 400xg for 5 min. Next, cells were suspended in 5ml of PBS solution containing 35% Percoll (VWR, Cat. No. 899428-524), underlay with 3ml of PBS containing 70% Percoll, then centrifuged for 20 min. at 2000x*g* with no brake. The cells at the 35/70% Percoll interface were collected and in some cases these cells were washed with magnetic activated cell sorting (MACS) buffer (PBS with 3% FBS and 10mM EDTA) to enrich for CD11b positive cells following the manufacturer’s instructions (ThermoFisher Scientific, Cat No. 8802-6860-74). Flow cytometry was also used to confirm the purity of microglia subjected to MACS cell enrichment. Here, microglia from non-enriched and enriched populations were stained with antibodies for CD45 (APC; clone 30-F11) (eBioscience, Cat No. 17-0451-82), CD11b (FITC; clone M1/70) (eBioscience, Cat No. 11-0112-82) and viability dye (eFlour 780) (eBioscience, Cat No. 65-0865-14) as markers.

### Immunohistochemistry

Brains were collected and placed in fixation buffer (PBS containing 4% paraformaldehyde, pH 7.4) at 4°C for 24h. The tissue was then cryoprotected by replacing the fixation buffer with PBS containing 30% sucrose (w/v) until the tissue sank. The brain tissue was frozen in optimal cutting temperature compound (O.C.T.) with dry ice, then stored at -80°C. Next, 15µm coronal sections were collected using a cryostat (Leica CM3050 S). Tissue sections were then blocked and permeabilized with PBS containing 5% goat serum and 0.3% Triton X-100, then incubated with an anti-Iba-1 specific antibody derived from rabbit (diluted 1/200; Rabbit; Wako Inc. Richmont, VA, Cat No. 019-19741). After washing with PBS three times for 5 min. the tissues were incubated with an Alexa Fluor 488 conjugated goat anti-rabbit antibody (Invitrogen, Cat No. A11034) diluted in 1/1000 in blocking buffer for 1h at room temperature. After washing, the tissue was coverslipped. Sections were imaged and morphological changes were determined by Imaris surface analysis. Specifically, for the Imaris three-dimensional (3D) modeling and analysis sets of 50 serial images for Iba-1^+^ cells in the cortex at 500 nm steps in the Z direction, 1 µm per pixel in the X, Y-plane, and 4.92 µsec pixel dwell time were acquired with the Zeiss LSM 710 Confocal Microscope and 10x objective with 2.0 zoom, resulting in whole datasets of 425 µm x 425 µm in the X, Y-plane and 25 µm in the Z direction. The images were rendered into 3D with Imaris software (version 9.3.1; Bitplane, Oxford Instruments) and analyzed with the software’s automated Filament Tracer module. Seed point and starting point thresholds were manually adjusted to fit each data set and local contrast threshold was set to three for all data sets. The number of Iba-1^+^ cells from the medial prefrontal cortex, cortex and hippocampus were counted using ImageJ (NIH).

### Isolation of Adult Microglia and RNA Sequencing

Brains were immediately extracted following perfusion with cold PBS and kept on ice in Hanks Balanced Salt Solution (HBSS) buffer (Fisher, Cat No. SH3058801) until further processing. They were minced using as sterile razor blade and enzymatically dissociated for 45 min. in 5ml of StemPro Accutase (Gibco, Cat No. A1110501) at 37°C. The brain homogenate was filtered through a 70µm filter using a 3ml syringe plunger, then pelleted by centrifuging at 400x*g* for 5 min. Red cells were lysed by osmotic shock (red blood cell lysis buffer; Biolegend, Cat No. 420302) then the cells were washed in sterile PBS by centrifugation at 400x*g* for 5 min. Cells were suspended in 5ml of PBS solution containing 35% Percoll (VWR, Cat. No. 899428-524), underlaid with 3ml of PBS containing 70% Percoll, then centrifuged for 20 min. at 2000x*g* with no brake. The cells at the 35/70% Percoll interface were collected and washed with magnetic activated cell sorting (MACS) buffer (PBS with 3% FBS and 10mM EDTA). Microglia were enriched by positive selection using antibodies directed towards CD11b, as previously described. RNA was isolated using the GeneJET™ RNA Purification kit (ThermoFisher Scientific, Cat No. 0732) by following the manufacturer’s instructions. SMART-Seq v4 PLUS Kit (Takara, Cat No. 634888) was used to generate high-quality cDNA libraries from ultra-low amounts of total RNA (10pg–10 ng). Subsequently high-quality Illumina sequencing-ready libraries were prepared and sequencing was performed using with Illumina Hi-seqlane. The fastq read files were generated and demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina, San Diego, CA, USA). The quality of the resulting fastq files was evaluated with the FastQC software, which generates reports with the quality scores, base composition, k-mer, GC and N contents, sequence duplication levels and overrepresented sequences. On average 47.9 million 150nt paired-end reads per sample were obtained, with a minimum FastQC score of 34. Alignments and counts were performed on the Carl R. Woese Institute for Genomic Biology Biocluster of the University of Illinois High-Performance Biological Computing. Pair-end reads were first filtered using Trimmomatic 0.33 (49) with a minimum quality score of 28 (i.e., base call accuracy of 99.84%) leading and trailing with a minimum length of 30 bp long and subsequently checked using FastQC 0.11.6 (Babraham Institute, Cambridge, UK). No reads were filtered as all had scores greater than 28. Reads were then mapped to the *Mus musculus* reference genome (GRCm38 e!Ensembl, downloaded in September 2019) using default settings of STAR 2.6.0 (50). Uniquely aligned reads were quantified using feature Counts (51) in the Subread package (v1.5.2) based on the Refseq gene annotation.

Further data analysis was conducted using R. 3.5.1 (R Core Team, 2018). Reads uniquely assigned to a gene were used for subsequent analysis. Genes were filtered if 3 samples did not have > 1 count per million mapped reads. A TMM (trimmed mean of M-values) normalization was applied to all samples using edgeR (52). After data were log2-transformed, edgeR was used to conduct differential expression analyses. The applied statistical model included treatment (GW2580 vs Control) as fixed effect.

The genome index was prepared using STAR and the *Mus musculus* DNA FASTA file from e!Ensembl. The reads were aligned to the reference genome to both reads. Reads were counted using a FeatureCount in STAR. Statistical analysis of differentially expressed genes (DEG) was performed using R studio. Gene ontology was determined by DAVID Functional AnnotationBioinformatics Microarray Analysis (v6.8). Data is publically available through Gene Expression Omnibus (GEO) from NCBI at (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185564) and can be accessed using the accession no. GSE185564

### Primary Microglia Cultures

Glial cultures were prepared from the brains of 4-10 C57BL/6 neonatal mice per experiment using the differential attachment method as described previously (3, 53). In brief, P1–2 mouse pups were decapitated with scissors, brains dissected and meninges removed under a dissection microscope (Leica). Brain tissue was disassociated in Accutase at 37°C for 45 min., passed through a 70μm filter, washed with Dulbecco’s Modified Eagle Medium (DMEM), seeded onto poly-d-lysine-coated T75-flasks, and grown to confluence (7–10 days) in a humidified incubator at 37°C and 5% CO_2_. Microglia were isolated by shaking the T-flasks at 37°C for 1h at 177rpm in an orbital shaker (ThermoScientific Max Q 4000).

### Effect of GW2580 Treatment on Microglia Proliferation

Primary microglia were seeded at a density of 1x10^5^ cells per well in a 96-well plate in DMEM supplemented with 10% FBS, 100U pen/strep and glutamax. To determine the effect of CSF1 and GW2580 on cell proliferation, microglia were treated with recombinant mouse CSF1 (0-30ng/ml; R&D Systems; Cat No. 416-ML-10) for 48h with increasing concentrations of GW2580 (0-5μM). After treatment, cells were fixed with 4% paraformaldehyde for 20 min. at room temperature, washed with PBS then blocked and permeabilized in PBS containing 0.3% Triton-X 100 (PBST) and 5% goat serum for 1h at room temperature. Next, the cells were incubated with a rabbit anti-Ki-67 antibody (Dilution 1:200; Cell Signaling; Cat No. 9129S) overnight at 4°C. After washing with PBS, cells were incubated with Alexa Fluor 488 conjugated goat anti-rabbit IgG diluted 1/1000 in PBST for 1h. (ThermoScientific). After washing with PBS, proliferation was determined by counting the number of microglia per well, as well as the number of Ki-67^+^ cells per well using ImageJ (NIH).

### Gene Expression Analysis by qRT-PCR

To validate the effect of GW2580 on the expression of select genes involved in the regulation of ROS, qRT-PCR was used. Here, primary microglia were stimulated with 5µM of GW2580 or media alone for 72h in a humidified incubator at 37°C and 5% CO_2_. RNA was isolated using TRIzol protocol (Ambion by Life Technologies, Cat No., 15596018) and further purified using the GeneJET RNA Purification Kit (Thermo Scientific, Cat No., K0731). cDNA was created using the reverse transcription system (Promega Corporation, Cat No., A3500), and amplified using Sybr Green qPCR master mix (Applied Biosystems, Cat No., A25742), and primers specific for *Ndufs8* (Fwd-CGCAGCACTTCAAGATGTATCG; Rev-TCTTGGCTCAGCCTCAATGG), *Prdx2* (Fwd-CAACCACCGCCAGAATTGC; Rev-AACATTGTGGATGGCTTGGC), *Prdx5* (Fwd-AGGGTACCCAACCCTGTTCT; Rev-GCACAGTAGTACACAGCCGA), *Gpx4* (Fwd-CGCCAAAGTCCTAGGAAACG; Rev-TATCGGGCATGCAGATCGAC), and *Actb* (Fwd-GATTACTGCTCTGGCTCCTAG; Rev-GACTCATCGTACTCCTGCTTG) in a 7300 Real-Time PCR System (Applied Biosystems, ABI) at 95°C for 10min, followed by 40 cycles of 95°C for 15secs and 60°C for 1min. Expression was normalized to *Actb* expression and control samples. Fold change was calculated using the formula 2^-ΔΔCt^.

### Detection of Reactive Oxygen Species (ROS) in Cultured Microglia

Primary microglia (1x10^6^ per condition) were stimulated with 100ng/ml of LPS for 0, 6 or 24h in a 1.5ml tube in complete RPMI media at 37°C and 5% CO_2_. Cells stimulated with media containing 75µM hydrogen peroxide were used as a positive control. After the stimulation, light-protected cells were stained with 5µM of CellROX Green Reagent (ThermoFisher Scientific, Cat No. C10444) for 30 min. at 37°C and 5% CO_2._ The cells were washed twice with 1ml of cold flow buffer (PBS, 2% FBS) then suspended in 100µl of flow buffer. The cells were stained with viability dye (APC Alexa Flour 780, Invitrogen, Cat No. 50-112-9035) for 20 min on ice, washed, then suspended in 500µl of flow buffer and analyzed using flow cytometer. Gates were determined using a complete unstained sample.

### Microglia Susceptibility to ROS

To assess the effect of GW2580 on cell viability, microglia were incubated with or without GW2580 at a concentration of 5µM for 45 min. prior to stimulation with vehicle (medium) or lipopolysaccharide from *Escherichia coli* O111:B4 (100ng/ml) for 48h. TNF production was measured by ELISA (ThermoFisher Scientific, Cat No. 88-7324-88) following the manufacturer’s instructions. For some experiments, microglia were pre-treated with the ROS inhibitor YCG063 (10µM, Sigma Aldrich, Cat No. 557354). Specifically, cells were pre-treated with either YCG063 or YCG063 plus GW2580 for 45 min. prior to LPS stimulation for 48h. To determine if GW2580 treatment of microglia increased sensitivity to ROS, cells were pretreated with GW2580 (5μM) for 48h then challenged with 0-100µM of hydrogen peroxide (H_2_O_2_; Fisher Scientific, Cat No. H325-100) for 4h. Cell death was assessed by measuring supernatant lactate dehydrogenase (LDH) levels as indicated by manufactures instructions (Sigma Aldrich, Cat No. 4744926001) as well as by counting the number of cells per field.

### Treatment of Primary Microglia With Nec-1

Primary microglia (1x10^5^ per condition) were pre-treated with either Nec-1 (30nM) or Nec-1 plus GW2580 for 45 min. prior to LPS (100ng/ml) stimulation for 48h in a 96 well plate. After treatment, cells were fixed with 4% paraformaldehyde for 20 min. at room temperature, washed with PBS then blocked and permeabilized with PBS containing 0.3% Triton-X 100 (PBST) and 5% goat serum for 1h at room temperature. Next, the cells were incubated with a rabbit anti-Iba-1 antibody (diluted 1/200; Rabbit; Wako Inc. Richmond, VA, Cat No. 019-19741) overnight at 4°C. After washing with PBS, cells were incubated with Alexa Fluor 488 conjugated goat anti-rabbit IgG diluted 1/1000 in PBST for 1h. (ThermoScientific). Cell death was assessed by measuring supernatant lactate dehydrogenase (LDH) levels as indicated by manufacturer’s instructions (Sigma Aldrich, Cat No. 4744926001).

### Statistics

Data are expressed as means ± standard error (S.E.). For the RNA-seq experiment differentially expressed genes (DEG) across time points were determined with a combination of fold-change (> 2.0 or < -2.0) and *P*-value (< 0.05) thresholds to balance for reproducibility, sensitivity, and specificity or results (54, 55). Statistical analysis of all other data was performed using GraphPad Prism (version 8.0 or higher) software. Student’s *t*‐tests were used to compare differences between two groups. Analysis of variance (ANOVA) followed by Bonferroni’s *post hoc* test was used to compare differences between more than two groups. Statistical significance was determined by p-value <0.05. Data are expressed as means ± standard error (S.E.).

## Results

### Effect of GW2580 Treatment on Indices of Sickness and Circulating Immune Cell Populations

Treatment with GW2580 neither reduced body weight nor the degree of food disappearance (**Figures 1A, B**). Furthermore, GW2580 did not alter burrowing behavior (**Figure 1C**). No effect of gender was found for weight, food intake or burrowing behavior (**Supplemental Figure 1**). Because macrophages and monocytes also express *Csf1r* (56), we questioned whether treatment affected the percentages of circulating immune cells. Flow cytometry analysis performed on blood samples indicated that treatment did not alter percentages of circulating B cells, T cells, monocytes or granulocytes (**Figure 2**). Together, these data indicate that treatment with GW2580 does not overtly affect behavior or hematopoiesis, nor does it decrease blood leukocyte viability.

**Figure 1:**
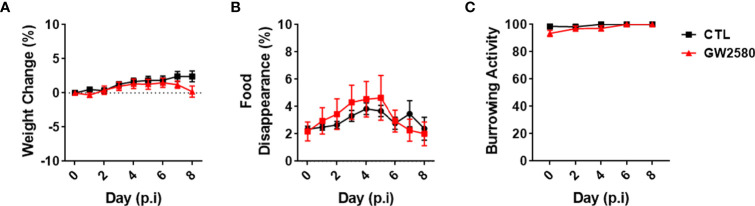
Effect of GW2580 treatment on mouse weight and behavior. **(A–C)** Mice were treated with GW2580 at a dose of 80mg/kg/d by oral gavage for 8 days. The effect of treatment on weight **(A)**, food disappearance **(B)**, and burrowing activity **(C)** is shown. Data are expressed as means ± standard error (S.E.). Each group is composed by n=30 per group from four independent experiments for weight change, n=6 per group from a single experiment for food disappearance, and n=15 per group from three independent experiments for the burrowing activity.

**Figure 2:**
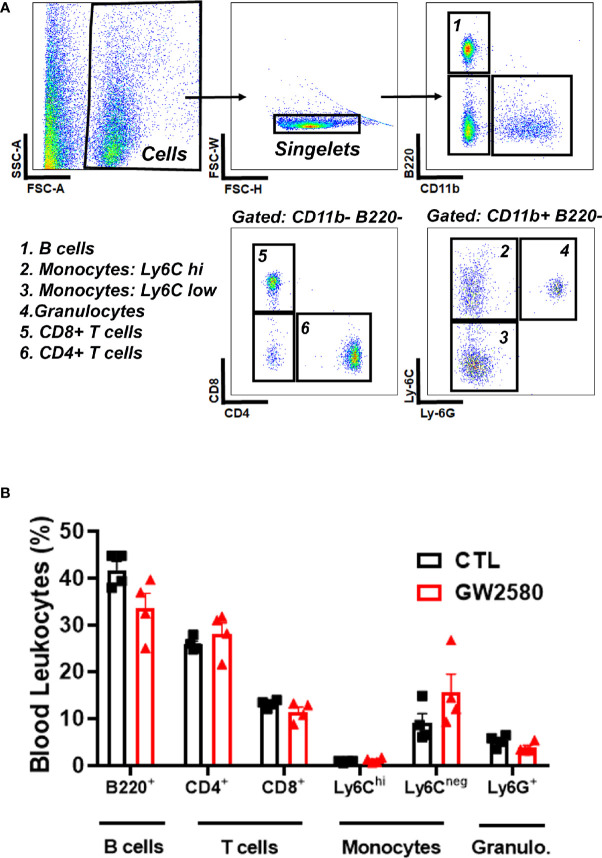
Effect of GW2580 treatment on blood leukocytes. **(A, B)** Mice were treated with vehicle or GW2580 by oral gavage for 8 days and the effect of treatment on circulating leukocytes determined by flow cytometry. **(A)** Representative gating strategy used to determine the percentage of B cell, T cell, monocyte and granulocyte subsets. **(B)** Cell percentages of blood leukocytes from vehicle and treated mice are shown. Data are expressed as means ± standard error (S.E.), n=4 per group.

### Treatment With GW2580 Caused Morphological and Transcriptomic Alterations to Microglia

We next questioned whether treatment with GW2580 altered microglia morphology, a commonly used proxy for activation. Imaris™ software was used to non-subjectively determine effects of GW2580 on various morphological characteristics of Iba-1 labeled microglia in 20x images including: mean filament area, filament length, filament diameter, filament volume, mean number of branches, mean number of branch points, mean number of segments and mean number of terminal points (**Figure 3A** and **Supplemental Table 1**). The cortex was chosen as a representative region of morphological changes after GW2580 treatment (57). We found that GW2580 treatment altered morphological characteristics of brain microglia in the cortex. Specifically, the filament length was increased, but filament diameter, number of branches, number of branch points, the number of segments and the mean number of terminal points were decreased as a result of GW2580 treatment (**Figure 3B**). Interestingly, morphological analysis of Iba-1^+^ microglia in 40x images showed similar results, where the number of branch points were decreased in the treated mice, as well as the number of segments (**Supplemental Figure 2**). However, as in previous studies (40), GW2580 treatment for 8 days did not change the number of microglia in medial prefrontal cortex, cortex or cerebellum (**Figure 3C**).

**Figure 3:**
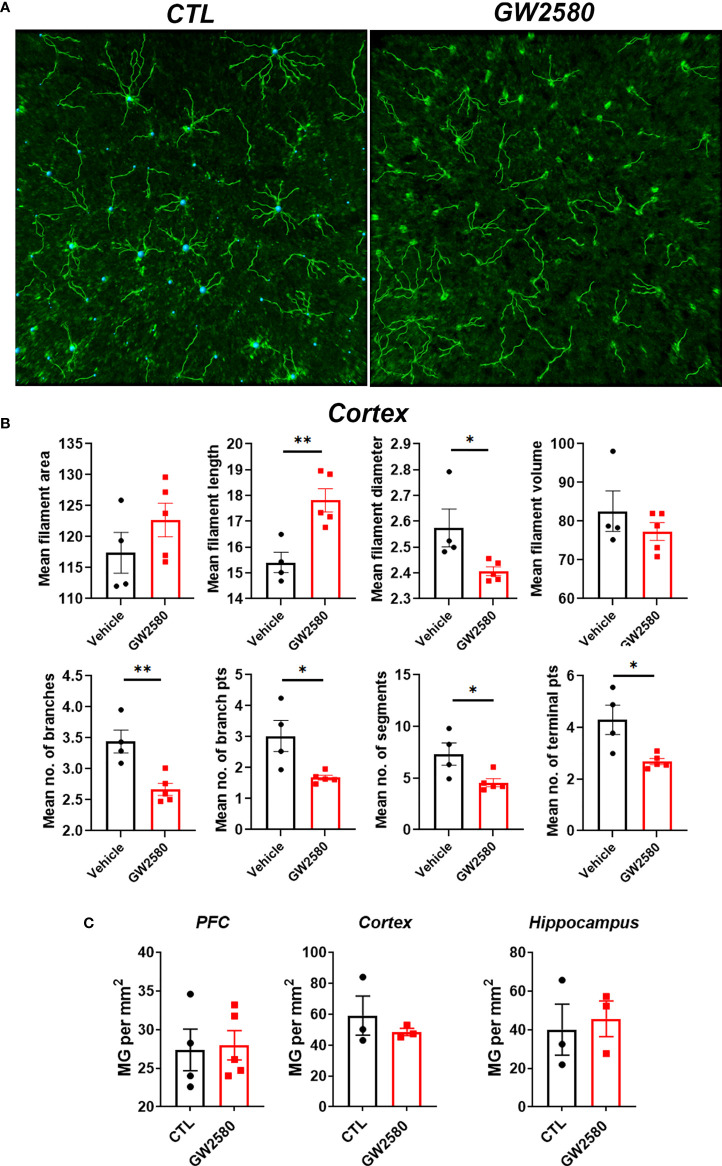
Effect of GW2580 treatment on changes to microglia morphology. **(A–C)** Mice were treated with GW2580 by oral gavage for 8 days and the effect of treatment on microglia morphology and viability examined.** (A)** Representative three dimensional reconstruction of a microglia cell in the cortex of vehicle and GW2580 treated mice from a 20x picture. Scale bar is 50μm. **(B)** Results from Imaris analysis. Each point represents an average of three cells per mouse (n=4-5 animals per group), average of three 20x z-stacks of 25µm and 500nm steps per animal. **(C)** Microglia counts per mm^2^ in the prefrontal cortex, cortex and hippocampus. Each point represents an average of three pictures. Data shown are expressed as means ± standard error (SE). Statistical significance is represented by p-value < 0.05 (*), and p-value < 0.01 (**).

To access the *in vivo* effects of CSF1R inhibition, we performed RNA sequencing on freshly isolated microglia from GW2580 treated mice. 

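Microglia of 5 mice gavaged with vehicle (Vehicle) and of 5 mice gavaged with GW2580, an oral inhibitor of the CSF1R kinase, at 80 mg per kg per day for 8 days were sequenced, 1 library per mouse. In each group replicates 1 and 2 came from male and replicates 3, 4 and 5 from female mice. Xist, the RNA of the inactive X chromosome, had 281 to 965 counts in the 6 female libraries and 6 to 31 in the 4 male libraries, and Ddx3y, a Y-linked gene, had 313 to 1304 counts in the male libraries and 0 in the female libraries. The cDNA was made with the SMART-Seq v4 kit, which amplifies full-length polyadenylated RNA and does not mark the strand, so reads of a gene and of its antisense partner cannot be told apart. The authors aligned the reads to GRCm38 with STAR and counted uniquely aligned fragments on RefSeq exons with featureCounts, and they deposited the counts per gene of each library. Counts assigned to genes ranged from 12550418 to 20854218 per Vehicle library (median 16325210) and from 13228819 to 26079343 per GW2580 library (median 15792757). The values here rest on the counts assigned to genes. Of the uniquely aligned reads, 47.7 to 59.8% in Vehicle and 47.1 to 70.8% in GW2580 libraries lay outside annotated exons (exact two-sided permutation test, p = 0.286). From the deposited counts, the 28419 of 46152 genes with more than 1 CPM (counts scaled to the size of the library) in at least 3 libraries were kept, libraries were scaled by TMM, and GW2580 was compared with Vehicle by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The study criteria for a differentially expressed gene, an unadjusted p under 0.05 and a fold change over 2 in either direction, were counted beside the adjusted p. Levels of single genes are given as TMM-scaled CPM. Sums and ratios over several genes, and RPKM, use CPM without TMM factors. A positive log2 fold change is higher in GW2580. These choices could change the numbers: upper quartile factors in place of TMM moved the share of genes meeting the study criteria that were higher from 37.5 to 49.3%. TMM factors from genes with a mean over 50 CPM moved the median log2 fold change of all genes from -0.03 to 0.09.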

Microglia were enriched by MACS using CD11b microbeads. This produced greater than 95% enrichment of cells phenotypically characterized as being CD11b^+^CD45^int^ by flow cytometry (**Figures 4A, B**). The majority of the contaminating cells (5%) were found to be CD11b^+^CD45^hi^ monocytes/granulocytes (**Figures 4A, B**). 

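Tmem119, a microglial membrane protein whose gene lies on chromosome 5 of GRCm38 from 113793729 to 113800396, was at 3473 ± 673 CPM (SD, n = 5) in Vehicle and 5929 ± 3765 CPM (SD, n = 5) in GW2580 mice. Its log2 fold change was 0.77 (standard error 0.476, adjusted p = 0.452 from edgeR's quasi-likelihood test), and 0.31 without GW2580 3. The log2 fold changes of Fcrls and of Siglech, a sialic acid binding lectin, were 0.49 and -0.27. That of Fcrls was 0.13 without GW2580 3. With single libraries left out that of Siglech ranged from -0.51 (without Vehicle 5) to -0.070 (without GW2580 4), and it was 0.07 without both GW2580 1 and GW2580 4, an alternative chosen after the data were seen. The astrocyte genes Gfap, an intermediate filament, Aldh1l1, an enzyme of folate metabolism, and Aqp4, a water channel, had log2 fold changes of -1.64, -1.56 and -1.64, and the oligodendrocyte transcription factors Olig2 and Sox10 of -2.19 and -2.00. Vehicle 5 held 166 CPM of Aldh1l1 and 17.7 CPM of Olig2, against at most 34.2 and 4.06 CPM in the other Vehicle libraries. Pecam1 and Tek, the gene of the endothelial receptor TIE2, had log2 fold changes of 0.26 and 0.20, and the neuronal genes Sp9 and Reln of -0.96 and -0.02. Cldn5 had 0 counts in all 10 libraries. Without both Vehicle 2 and Vehicle 5, the log2 fold changes of Gfap, Aldh1l1, Aqp4 and Olig2 were 1.23, 0.57, 0.87 and 0.042, so the lower levels of these genes rested on those libraries. Sox10 did not change sign.

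**Figure D1:**
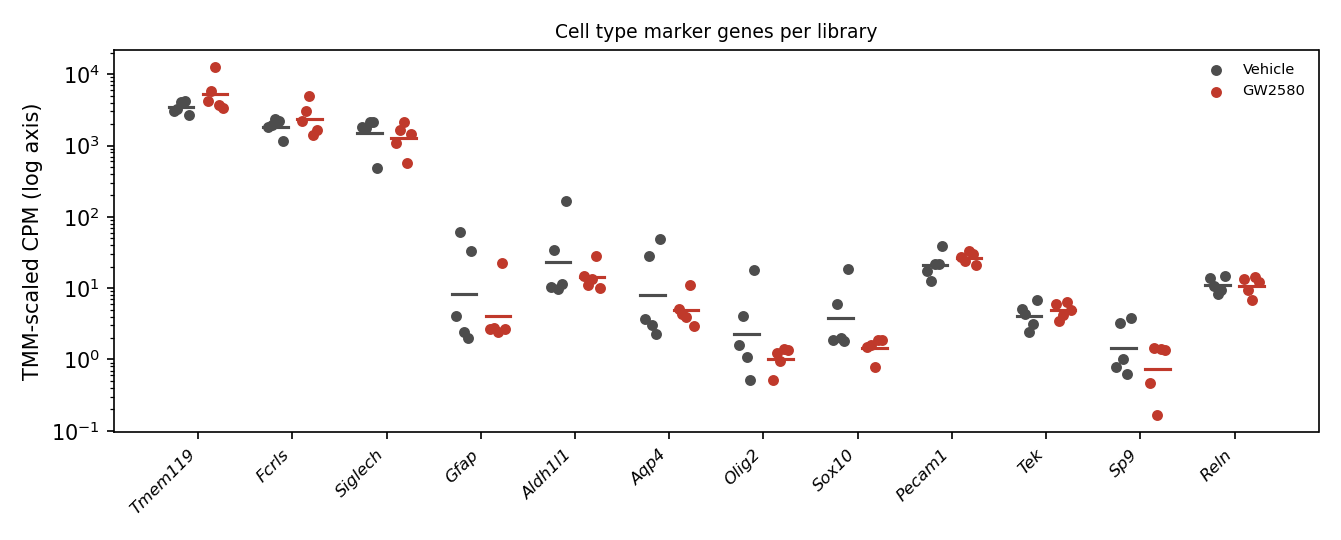
TMM-scaled CPM (log axis) of microglial, astrocyte, oligodendrocyte, endothelial and neuronal marker genes in Vehicle and GW2580 libraries. Each point is 1 library and each horizontal line the geometric mean of 5 libraries. Among the genes shown, which are a part of the markers, the lowest value of a microglial gene is Siglech in Vehicle 5, at 479 CPM, and the highest of another gene Aldh1l1 in Vehicle 5, at 166 CPM.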

To validate the purity of microglia after RNA-seq was performed, we examined the expression of genes specific for microglia (*Tmem119*, *Hexb*, *Fcrls*, *Siglech*), astrocytes (*Gfap*, *Aldh1l1*, *Aqp4*), oligodendrocytes (*Olig2*, *Plp1*, *Sox10*), endothelial cells (*Pecam1*, *Cldn5*, *Tie2*) and neurons (*Sp9*, *Reln*) (**Supplemental Table 2**). This analysis revealed that the RNA was enriched for microglia specific genes, confirming that the sequenced cells were microglia (**Figure 4C** and **Supplemental Table 2**). 

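The microglial genes of Supplemental Table 2 had a median of 1379.8 RPKM over the means of the 10 libraries, and the 11 genes of other cell types, with Tek for TIE2, a median of 1.32 RPKM, a ratio of 1045. In CPM the ratio was 307. Cldn5 enters the 11 genes with 0 counts where Supplemental Table 2 gives it 222, so its 0 may not be low expression. In single libraries the ratio of RPKM ran from 109 in Vehicle 5 and 483 in Vehicle 2 to 5975 in GW2580 3. Summed over the 11 genes of other cell types, without TMM scaling, the Vehicle libraries 1 to 5 held 85.5, 486, 55.5, 59.6 and 755 CPM and the GW2580 libraries 1 to 5 held 147, 128, 59.6, 286 and 73.8 CPM. The log2 ratio of GW2580 to Vehicle was -0.43 (exact two-sided permutation test, p = 0.659), and 0.13 without Vehicle 5. In wider marker lists fixed in advance, 7 of 14 astrocyte genes met the study criteria as lower with GW2580 (Sox9 -3.35 and Clu -3.31 log2), as did 6 of 14 oligodendrocyte genes (Cldn11 -2.34 and Opalin -2.97), 6 of 10 genes of ependymal and choroid plexus cells (Foxj1 -4.34 and Folr1 -2.71) and 6 of 19 genes of lymphocytes and red cells (Trac -3.62 and Gzma -1.62). Camera, a test of a list against all other genes, gave these 4 lists adjusted p = 0.00485, 0.00228, 0.0205 and 0.00339 with a preset correlation of 0.01, and adjusted p = 0.802, 0.718, 0.577 and 0.802 with an estimated correlation. Adjusted over the list alone, the edgeR test called 0, 3, 5 and 0 of their genes. Of 16 neuronal genes 3 were lower (camera adjusted p = 0.123), of 14 endothelial and mural genes 0 (adjusted p = 0.807), of 17 monocyte and neutrophil genes 1, Plac8 at -1.60 (adjusted p = 0.397), and of 11 genes of border-associated macrophages 1 was higher, Mrc1 at 1.10 (adjusted p = 0.615). No call was made by camera for these lists. Astrocyte list genes summed to 273, 3854, 282, 318 and 5348 CPM in Vehicle 1 to 5 and to 406, 368, 395, 1430.2 and 327 CPM in GW2580 1 to 5.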

In total, we identified 577 differentially expressed genes (DEGs), of which 144 were upregulated and 433 were downregulated. 

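Of the 28419 genes tested, 1141 were higher and 1905 lower with GW2580 by the study criteria. The excess of lower genes depended on the processing: the counts were 1196 and 1230 with upper quartile factors, 1137 and 899 with a score of non-microglial markers as a covariate, and 1397 and 938 without Vehicle 2 and Vehicle 5. With settings chosen after the data were seen they were 1130 and 1068 (TMM of abundant genes), 3796 and 1004 (an offset for transcript length) and 3622 and 494 (that offset with a filter against background reads). Protein-coding genes made up 84.1% of the lower and 36.5% of the higher genes, against 62.5% of those tested, and 458 of the higher genes were long noncoding RNAs and 225 pseudogenes. The higher genes with the smallest p and no overlap between the groups included Gpr141b, a G-protein coupled receptor gene (log2 fold change 1.79), Gprc6a, a receptor for amino acids (1.80), Vmn2r19, a vomeronasal receptor gene (1.72), and the predicted genes Gm9637 (2.01), Gm32443 (1.64), Gm41443 (2.26), Gm2396 (1.68), Gm52603 (1.39), Gm13543 (2.43) and Gm7172 (1.77). The corresponding lower genes included Acy3, an aminoacylase (-2.24), Arl3, a small GTPase of cilia (-2.29), Ift43, an intraflagellar transport protein (-2.05), Fgf18, a growth factor (-2.74), Tmem53 (-1.78), A330048O09Rik (-2.90), Gm26358 (-1.52) and the pseudogenes Gpx4-ps2 (-1.89) and Oaz1-ps (-1.83). The levels of pseudogenes and of receptor family members are uncertain, since near-identical copies can share reads. All 5 GW2580 libraries lay on one side of all 5 Vehicle libraries for 315 of the higher genes (27.6%) and 181 of the lower genes (9.50%). Chance gives 0.794% of genes not selected by their values, and since these were selected on the same libraries, the shares are no test. At an adjusted p under 0.05 edgeR's quasi-likelihood test called 0 genes (smallest adjusted p = 0.280), with 4186 at an unadjusted p under 0.05 where chance gives 1421 on average. Genes of these libraries vary together, which spreads such counts widely, so the excess over 1421 is no test of the treatment. By the study criteria, 10 of 100 splits of the libraries into 5 and 5, the real one included, gave at least the 3046 genes of the real split. The other tools called 177 (DESeq2), 53 (edgeR likelihood ratio test), 22 (edgeR exact test) and 0 genes (limma-voom). Of the libraries left out singly, 4 moved a count of higher or lower genes by over 1.5 times. The counts went without GW2580 1 to 597 and 1087, without GW2580 4 to 736 and 1637, without GW2580 5 to 1211 and 3637, and without Vehicle 5 to 1739 and 1894.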

Since GW2580 is a CSF1R antagonist we hypothesized that genes involved in the CSF1/CSF1R signaling pathway may be affected by treatment. Therefore, we examined the expression values of the CSF1R ligands *Csf1* and *Il34* as well as the expression of *Csf1r* itself. The RNA sequencing analysis showed that *Csf1* was upregulated in the GW2580 treated group. Furthermore, while the mean expression value for *Csf1r* trended towards being higher in the treated group, the effect did not reach statistical significance (p-value of 0.08). 

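Csf1 (NCBI gene 12977), a ligand of CSF1R that lies on chromosome 3 of GRCm38 from 107741048 to 107760469, was at 22.1 ± 3.55 CPM (SD, n = 5) in Vehicle and 35.9 ± 15.1 CPM (SD, n = 5) in GW2580 mice. The log2 fold change was 0.70 (standard error 0.319, adjusted p = 0.334), with an unadjusted p = 0.0463 from edgeR's quasi-likelihood test and p = 0.0556 from an exact two-sided permutation test of log2 CPM. GW2580 3, at 59.3 CPM, and GW2580 1, at 41.6 CPM, held the highest levels, while GW2580 2 and GW2580 5, at 26.5 and 21.6 CPM, lay within the Vehicle range of 18.0 to 27.3 CPM. Csf1 passed the p but not the fold change of the study criteria, and without GW2580 3 its log2 fold change was 0.44. With 15 of the 24 alternatives fixed in advance Csf1 did not pass the p either (unadjusted p up to 0.142, in females only). These were RLE factors, the likelihood ratio and exact tests of edgeR, limma-voom, no low count filter, the replicate block, sex or the marker score as a covariate and females only. The others left out Vehicle 2, Vehicle 3, Vehicle 4, GW2580 1, GW2580 3 or both Vehicle 2 and Vehicle 5.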

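Csf1r (NCBI gene 12978), the receptor that GW2580 inhibits, lies on chromosome 18 of GRCm38 from 61105572 to 61131139 and was at 2881 ± 1402 CPM (SD, n = 5) in Vehicle and 6994 ± 4836 CPM (SD, n = 5) in GW2580 mice. Its log2 fold change of 1.28 (standard error 0.563, adjusted p = 0.318) had an unadjusted p = 0.0394 from edgeR's quasi-likelihood test and p = 0.0873 from an exact two-sided permutation test. By the study criteria Csf1r was higher with GW2580, and the highest library, GW2580 3, held 14653 CPM and the lowest GW2580 library, GW2580 5, held 2108 CPM. Vehicle 5, at 5324 CPM, lay above the other 4 Vehicle libraries at 1805 to 2634 CPM. The unadjusted p rose above 0.05 without any 1 of Vehicle 1, 2, 3 and 4 (log2 fold change 1.23, 1.15, 1.25 and 1.19), without GW2580 1 (1.24) and without GW2580 3 (0.82).

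**Figure D2:**
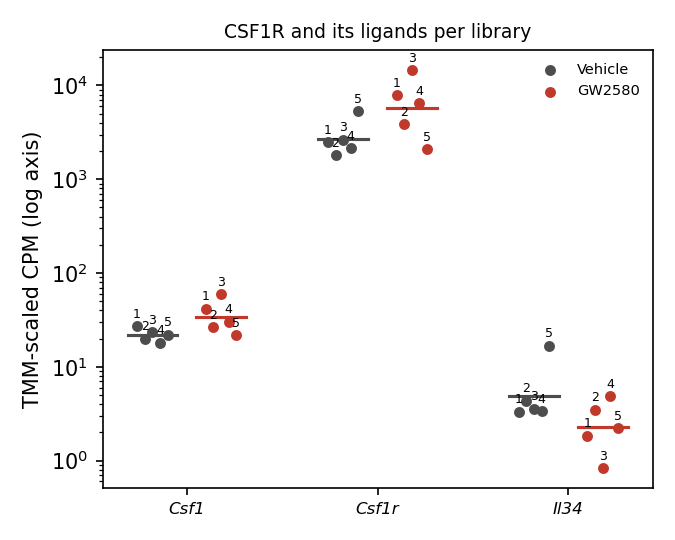
TMM-scaled CPM (log axis) of Csf1, Csf1r and Il34 in Vehicle and GW2580 libraries. Each point is 1 library with its replicate number and each horizontal line the geometric mean of 5 libraries; GW2580 3 has the highest Csf1 and Csf1r, and Vehicle 5 the highest Il34.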

Consistent with the fact that *Il34* is predominantly expressed by pericytes and neurons (Tabula Muris Consortium, 2018) but not microglia, we found the expression values for *Il34* were low. 

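Il34, the other CSF1R ligand, had 15 to 299 counts per library. It lies on chromosome 8 of GRCm38 from 110741829 to 110805949. Its mean level was 2.94 RPKM in Vehicle and 1.72 RPKM in GW2580 libraries, against 4.64 and 8.57 RPKM for Csf1 and 678 and 1866 RPKM for Csf1r. Vehicle 5 held 299 counts of Il34, the most of any library.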

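Scaled by TMM, Il34 was at 6.29 ± 5.89 CPM (SD, n = 5) in Vehicle and 2.66 ± 1.56 CPM (SD, n = 5) in GW2580 mice, a log2 fold change of -1.24 (standard error 0.556, adjusted p = 0.325) with an unadjusted p = 0.0420 from edgeR's quasi-likelihood test and p = 0.103 from an exact two-sided permutation test. Il34 met the study criteria as lower, while the exact test did not pass 0.05. Vehicle 5, at 16.8 CPM, decided this value: the next Vehicle library held 4.34 CPM, and without Vehicle 5 the log2 fold change was -0.46. The criteria were also missed without GW2580 1 (-1.12), GW2580 3 (-1.01) or GW2580 5 (-1.21).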

There was no difference in the level of *Il34* expression. 

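Gpx4, the peroxidase that reduces lipid hydroperoxides with glutathione, lies on chromosome 10 of GRCm38 from 80047166 to 80056439. It was at 434 ± 189 CPM (SD, n = 5) in Vehicle and 126 ± 72.0 CPM (SD, n = 5) in GW2580 mice, a log2 fold change of -1.78 (standard error 0.474, adjusted p = 0.280 from edgeR's quasi-likelihood test). All 5 GW2580 libraries lay below all 5 Vehicle libraries (exact two-sided permutation test, p = 0.00794, the smallest p that 5 against 5 libraries allow). Prdx1, a peroxiredoxin, was at 439.9 ± 102 CPM (SD, n = 5) in Vehicle and 181 ± 82.0 CPM (SD, n = 5) in GW2580 mice. Sod2, the mitochondrial superoxide dismutase, was at 107 ± 37.0 CPM (SD, n = 5) in Vehicle and 45.4 ± 18.6 CPM (SD, n = 5) in GW2580 mice. Their log2 fold changes were -1.28 and -1.24, those of the peroxiredoxin genes Prdx2 and Prdx5 were -1.34 and -1.49, of Park7, a sensor of oxidative stress, -1.42, and of Ccs, the copper chaperone of superoxide dismutase, -1.18. Coq7, an enzyme of ubiquinone synthesis, was at 46.6 ± 20.2 CPM (SD, n = 5) in Vehicle and 15.8 ± 6.86 CPM (SD, n = 5) in GW2580 mice (log2 fold change -1.56). Of the 24 genes of the glutathione, oxidative stress and superoxide terms of Supplemental Table 3, 23 were tested and 23 were lower by the study criteria (median log2 fold change -1.49), and Gstp1, annotated on an alternate sequence too, had 0 counts. Psmb5, a proteasome subunit (-1.33), Ndufs8, a subunit of respiratory complex I (-1.46), and the chromatin proteins Psip1 (-1.12) and Hmgn5 (-1.77) are among them. All 9 tested of the 10 genes of the estradiol term were lower as well (median -1.54), among them Cryab, a small heat shock protein (-3.27), Bad, a regulator of apoptosis (-1.54), Ramp2, a receptor partner protein (-1.43), and Mmp15, a metalloproteinase (-2.93). Camera gave adjusted p = 6.54e-20 for the redox and 1.03e-08 for the estradiol genes, and adjusted p = 0.279 and 0.279 with an estimated correlation. Adjusted over the list alone, 23 redox and 9 estradiol genes were called, and since the study chose both lists on these libraries, neither count is independent evidence of their direction. Genes with short transcripts were lower too: of 360 protein-coding genes with exons under 1000 bases and a mean over 20 CPM, the median log2 fold change was -1.01. Without Vehicle 2 and Vehicle 5, the libraries with the most astrocyte and oligodendrocyte RNA, 9 of the redox genes met the study criteria.

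**Figure D3:**
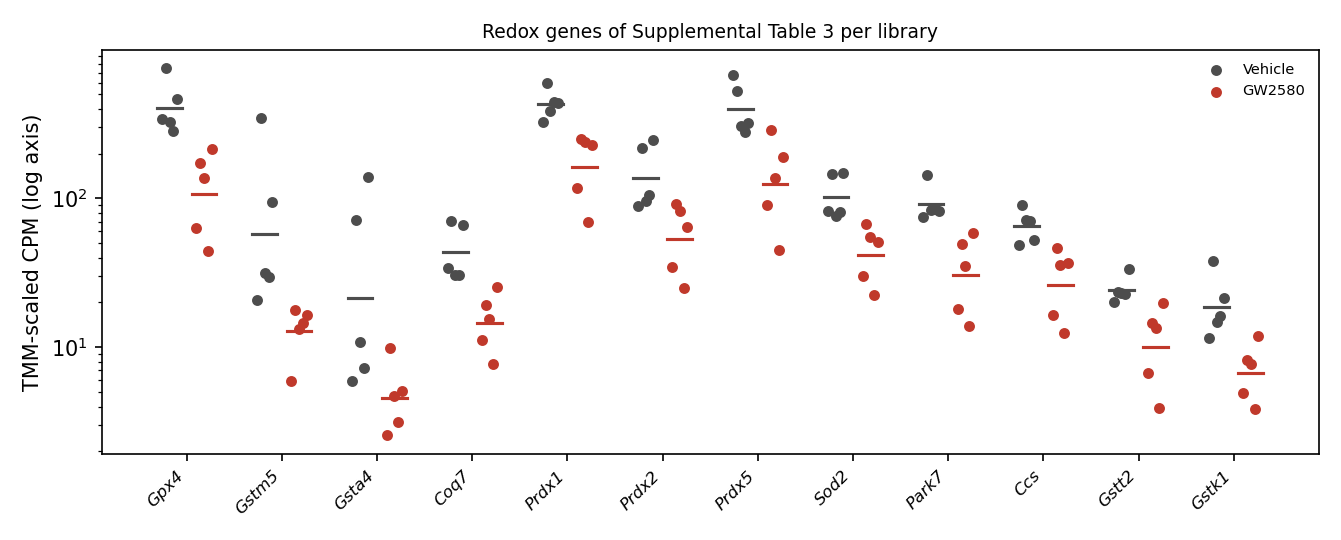
TMM-scaled CPM (log axis) of 12 redox genes of Supplemental Table 3 in Vehicle and GW2580 libraries. Each point is 1 library and each horizontal line the geometric mean of 5 libraries; Gpx4, Gstm5, Coq7, Prdx1, Sod2, Park7, Ccs and Gstt2 show no overlap between the groups.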

Analysis of the gene ontology terms indicated that genes encoding proteins involved in glutathione metabolic process, response to oxidative stress, removal of superoxide radicals and response to estradiol were decreased by treatment (**Figure 4D** and **Supplemental Table 3**). Additionally, ontology analysis of the upregulated genes showed that GW2580 affects expression of genes involved in G-protein coupled receptor signaling pathway and sensory perception of smell (**Supplemental Table 4**).

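Of 201 olfactory receptor genes tested, 69 were higher and 0 lower with GW2580 by the study criteria (median log2 fold change 0.86). Without the low count filter, over the 1080 with a read, 125 were higher and 44 lower (median -0.026). Those with the smallest p were Olfr646 (log2 fold change 1.71), Olfr339 (2.09), Olfr826 (2.76) and Olfr1151 (2.77). Among the receptor genes of Supplemental Table 4 with the highest levels, Cnr2, the cannabinoid receptor of immune cells, was at 8.71 ± 1.29 CPM (SD, n = 5) in Vehicle and 20.6 ± 12.1 CPM (SD, n = 5) in GW2580 mice (log2 fold change 1.24). Olfr456, Olfr554 and Olfr15 were at log2 fold changes of 1.20, 1.21 and 1.17. Htr2b, a serotonin receptor, had a log2 fold change of 0.80, below the fold change of the criteria. The share of higher genes was 34.3% among olfactory receptors and 3.80% among the other genes tested (odds ratio 13.2, Fisher's exact test, two-sided, p = 3.27e-45, which takes genes as independent), and against genes of the same range of mean CPM the odds ratio was 8.49. Near-silent genes can pass the low count filter through the libraries where they are high. These shares therefore hold for the filtered receptors only, and the filter itself can raise them. Camera gave the receptors an adjusted p = 1.16e-24, and an adjusted p = 0.279 with an estimated correlation, and 49 were called when adjusted over the list alone. TMM factors ran from 0.691 in GW2580 3 to 1.61 in GW2580 4. The family sums are CPM without these factors, so scaled sums and their test could differ. Summed over the family, the Vehicle libraries 1 to 5 held 566, 409.9, 456, 490.0 and 460.0 CPM and the GW2580 libraries 1 to 5 held 1192, 581, 451, 1310.5 and 658 CPM (exact two-sided permutation test, p = 0.0476). GW2580 1 and GW2580 4 also had the largest shares of unique reads outside exons, 68.0 and 70.8%. The count of higher receptors was 40 without GW2580 1, 42 without GW2580 4 and 14 without both.

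**Figure D4:**
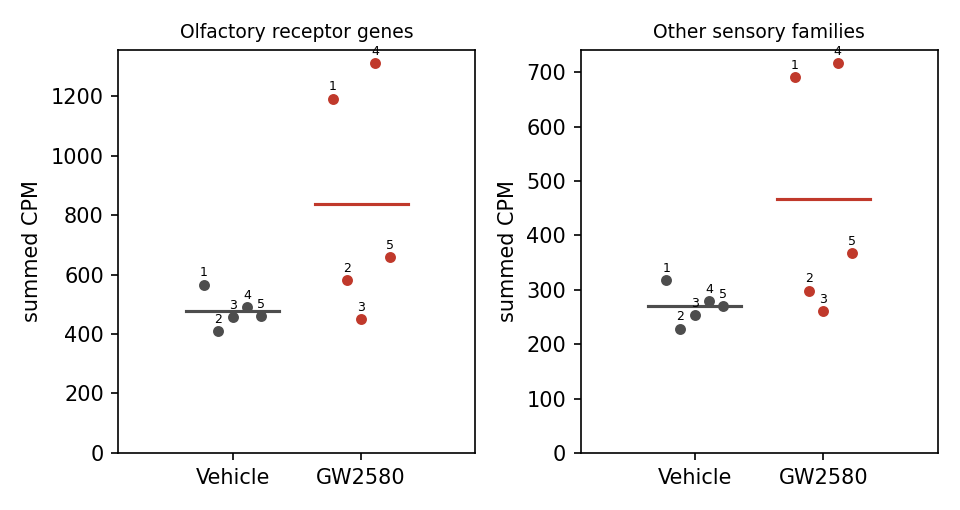
CPM without TMM scaling, summed over the olfactory receptor genes (left) and over other sensory and tissue-restricted gene families (right) in Vehicle and GW2580 libraries. Each point is 1 library with its replicate number and each horizontal line the mean of 5 libraries; GW2580 1 and GW2580 4 are highest in both panels, and GW2580 3 lies within the range of the Vehicle libraries.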

**Figure 4:**
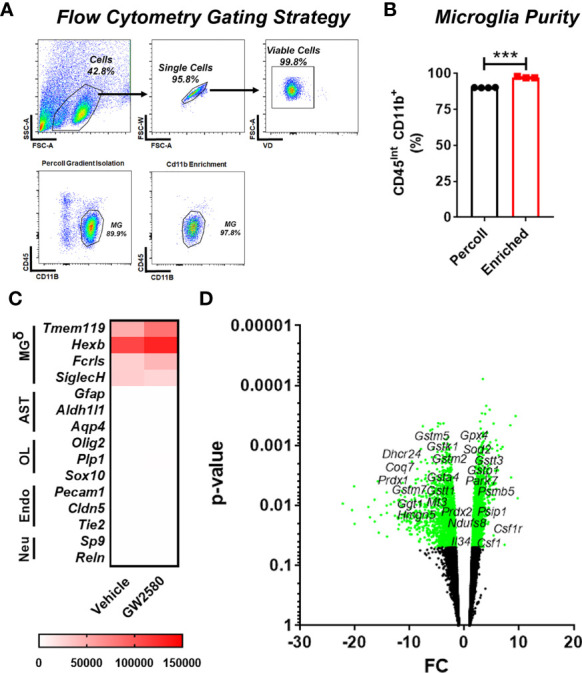
Microglia transcriptional changes induced by GW2580 treatment. **(A–D)** Mice were gavaged with vehicle or GW2580 for 8 days then brains were collected, and microglia were isolated by Percoll gradient centrifugation, enriched by positive selection by magnetic associated cellular sorting (MACS) using antibodies specific for CD11b and changes to the transcriptome assessed by RNA-seq. **(A, B)** Microglia purity was determined before (Percoll) and after (enriched) MACS enrichment by flow cytometry. Representative flow cytometry gates **(A)** and cell purity following Percoll gradient centrifugation and positive selection **(B)**. **(B)** n=3-4 mice per condition. **(C)** Mean expression values of select microglia, astrocyte, oligodendrocyte, endothelial and neuron specific cell lineage genes following transcriptomic analysis of microglia isolated from vehicle (*left*) and treated (*right*) mice (n=5 per condition). Scale bar is gene expression level (RMPK). δ= Genes for microglia were enriched. **(D)** Volcano plot representing all the genes detected with the RNA sequencing experiment, significant genes are represented in green, including *Csf1, Csf1r* and *Tspo*, as well as the ROS related genes. Data are expressed as means ± standard error (S.E.). Statistical significance is represented by p-value < 0.001 (***).

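Tspo, the translocator protein of the outer mitochondrial membrane, lies on chromosome 15 of GRCm38 from 83563573 to 83574203. It was at 150.1 ± 51.0 CPM (SD, n = 5) in Vehicle and 57.5 ± 37.8 CPM (SD, n = 5) in GW2580 mice. Its log2 fold change was -1.38 (standard error 0.468, adjusted p = 0.280), with an unadjusted p = 0.0104 from edgeR's quasi-likelihood test and p = 0.0159 from an exact two-sided permutation test. By the study criteria Tspo and Csf1r are among the genes that differ, Tspo lower and Csf1r higher, and Csf1 is not, by its fold change. Tspo was at 18.4 CPM in GW2580 4 and 26.8 CPM in GW2580 1, the lowest libraries, and without both the Tspo log2 fold change was -0.89. With an offset for transcript length, an alternative chosen after the data were seen, it was -0.54.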

### *In Vitro* Effects of Inhibiting Csfr1 From Primary Microglia After GW2580 Treatment

We sought to determine if GW2580 treatment affected microglia in culture. Unlike microglial cell lines, such as BV-2 cells, primary mouse microglia monocultures do not readily proliferate in culture. However, as reported by others (58, 59) we found that CSF1 treatment for 48h increased cell number as well as the number of Ki-67^+^ cells per well in a dose-dependent fashion without affecting cell viability (**Figures 5A, B**). These data indicate that primary microglia are responsive to CSF1. To establish the dose at which GW2580 affects microglial function, primary cultures were pretreated with increasing concentration of GW2580 then stimulated with either media or CSF1. As before, CSF1 treatment increased the number of Ki-67^+^ cells. However, concurrent treatment with GW2580 ameliorated this effect, without affecting cell viability (**Figures 5C, D**). These findings indicate that cultured primary microglia proliferate in response to CSF1 and confirm that treatment with GW2580 at a concentration of 5μM is sufficient to inhibit the effects of CSF1 signaling.

**Figure 5:**
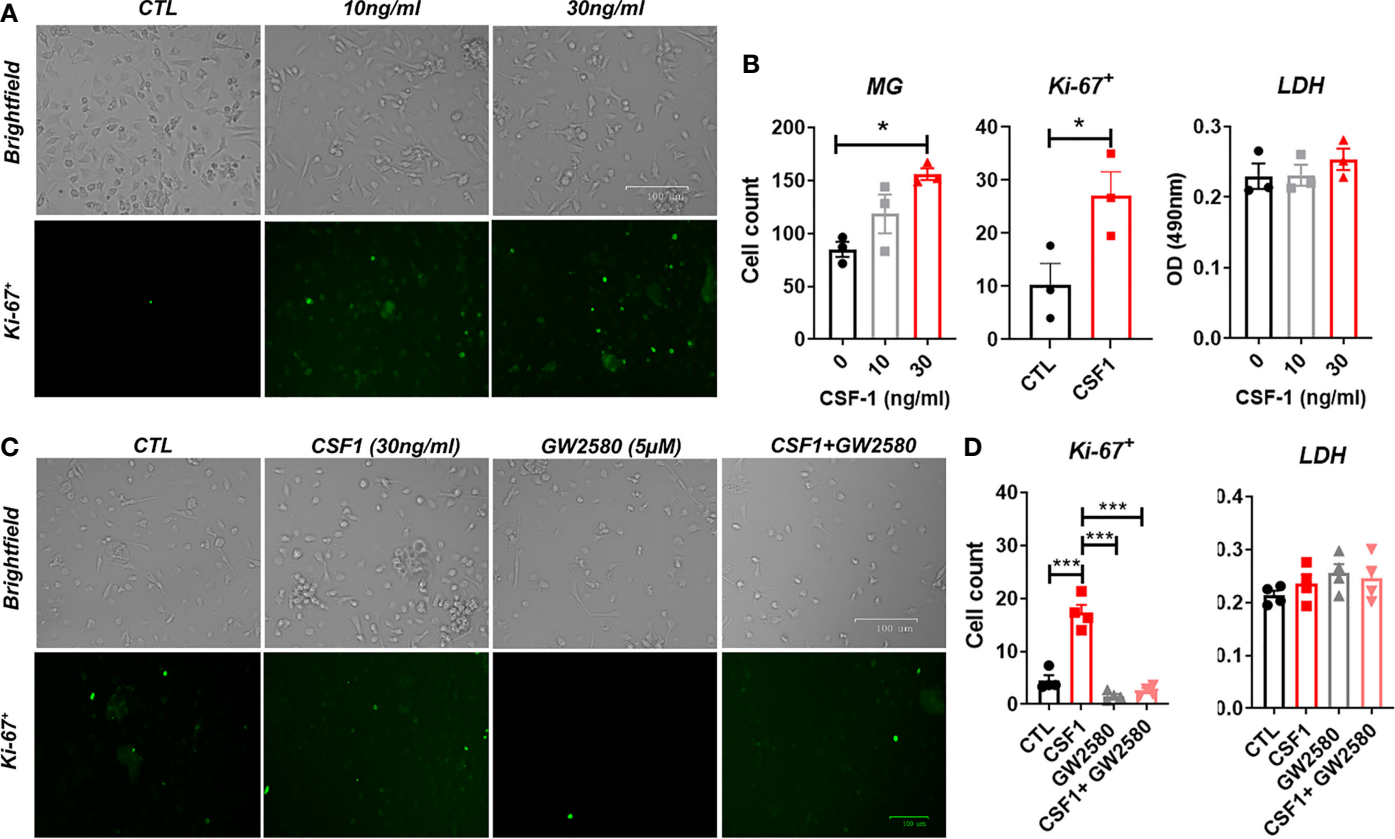
Effect of GW2580 treatment on microglia cell proliferation. **(A, B)** Primary mouse microglia were stimulated with 0, 10 or 30ng/ml of CSF1 and then stained with 30µg/ml of Ki-67. Cell death was assessed by measuring supernatant levels of LDH. Cells were manually count and represented by the graphs. Data are expressed as means ± standard error (S.E.), n=3 independent experiments per group. **(C, D)** Cells were treated with either media, with CSF1 (30ng/ml), GW2580 (5µM), or CSF1 and GW2580, then Ki-67. The number of Ki-67^+^ cells determined by immunohistochemistry were manually counted and represented by the graphs. Data are expressed as means ± standard error (S.E.), n=4 independent cultures per group. Statistical significance is represented by p-value < 0.05 (*), and p-value < 0.001 (***).

To confirm the effects of GW2580 on cultured microglia, we examined the expression levels of select genes that comprised the gene ontology term “response to oxidative stress” (*Ndufs8, Prdx5*), “removal of superoxide radicals” (*Prdx2*), and “glutathione metabolic process” (*Gpx4*), identified by our RNA-seq analysis. Treatment of primary microglia cultures with GW2580 suppressed the expression of *Ndufs8*, *Prdx2*, *Prdx5* and *Gpx4* without affecting viability (**Supplemental Figure 3**).

### Treatment With GW2580 Sensitizes Microglia to ROS Toxicity

Stimulation with LPS upregulates ROS production in BV-2 cells (60) and primary microglia (61). In order to validate ROS production by primary microglia after LPS stimulation, we analyzed ROS production by flow cytometry using CellRox. For these experiments treatment with H_2_O_2_ served as a positive control. As reported by others, we found that both LPS and H_2_O_2_ treated microglia displayed increased fluorescence after 24h (**Figures 6A, B**). Since our RNA-seq data suggested that GW2580 suppressed genes associated with regulation of ROS, we questioned the effects of treatment on primary cultures stimulated with LPS. For these experiments microglia cultures were stimulated with either media, LPS, GW2580 or LPS and GW2580 together. Treatment with GW2580 or LPS alone had minimal effects on cell viability. In contrast, when microglia were concurrently treated with LPS and GW2580 we observed a marked decrease in cell viability which was validated by increased levels of LDH in the supernatant (**Figures 6C, D**). Notably, this effect was dependent on the concentration of GW2580 added to the culture (**Figure 6D**). As reported for primary peritoneal macrophages treatment did not affect the acute production of TNF from stimulated cultures (**Figure 6E**) (40). Taken together, these data indicate that LPS induces ROS in primary microglia and that CSF1R antagonism decreases viability when microglia are activated by LPS.

**Figure 6:**
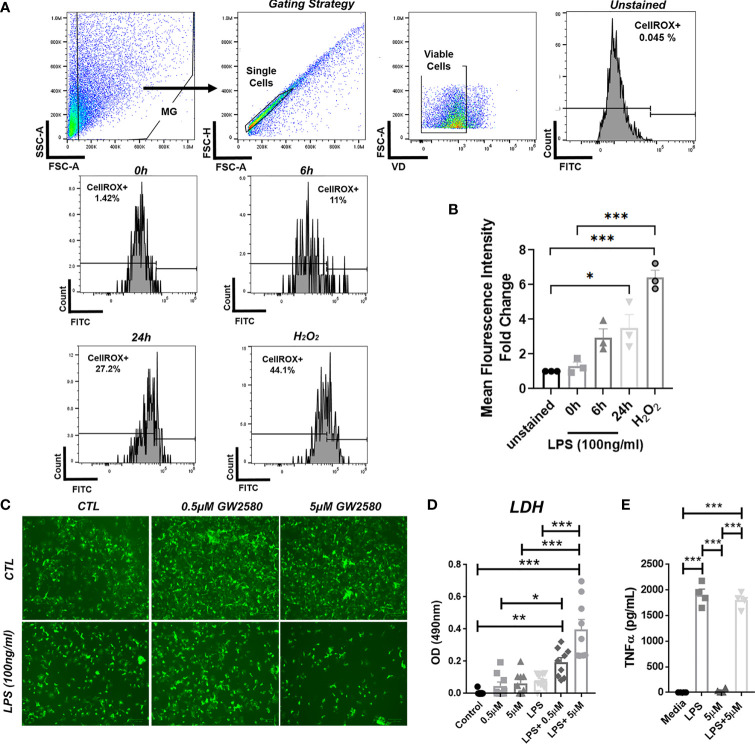
Combined treatment of primary microglia with GW2580 and LPS decreased viability *in vitro*. **(A, B)**, Primary microglia were stimulated with LPS (100ng/ml) for 0, 6 or 24h or with 75µM of H_2_O_2_, for 24h. **(A)** Microglia were stained for ROS using CellROX and then analyzed by flow cytometry to detect changes in fluorescence intensity. Gating strategy for the experiment. **(B)** Mean fluorescent intensity for ROS production after primary microglia stimulation. **(C–E)** Cells were treated with either media, LPS (100ng/ml), GW2580 (0-5µM), or LPS and GW2580 for 48h. **(C)** Representative images. **(D)** Cell death was measured by LDH assay. **(E)** TNF production by stimulated microglia. Data shown are expressed as means ± standard error (S.E.), n=3 per group for **(A)**, n=9 per group for **(B)** and n=4 per group for **(C)**. Statistical significance is represented by p-value < 0.05 (*), p-value < 0.01 (**) and p-value < 0.001 (***).

Next, we sought to examine a potential relationship between cell death resulting from treatment with LPS and GW2580 and ROS production. To determine if ROS was responsible for microglia death, we replicated the experimental design from previous experiments and pretreated cultures with or without YCG063, a ROS scavenger (62–64). As in previous experiments, microglial cell viability was decreased only when they were cultured in the presence of GW2580 and LPS. This effect was prevented in the presence of the ROS inhibitor YCG063 (**Figures 7A, B**), indicating that ROS was involved in the reduction of cell viability observed when microglia were treated with GW2580 and LPS.

**Figure 7:**
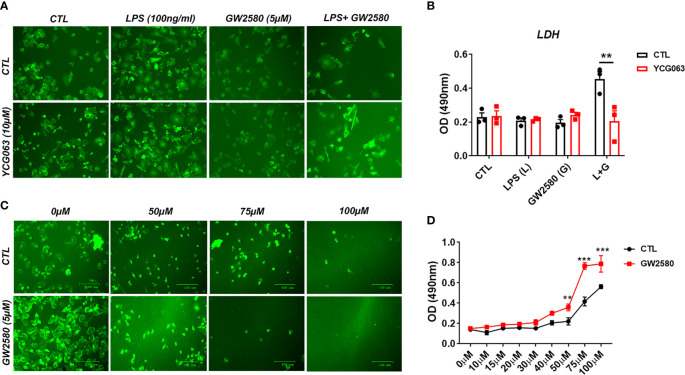
Treatment with the ROS inhibitor YCG063 inhibits cell death in GW2580 and LPS treated cultures. **(A)** Microglia treatment with YCG063, a ROS inhibitor, was used to inhibit cell death. **(B)** LDH results for both conditions. **(C)** Primary microglia were stimulated with hydrogen peroxide (from 0µM- 100µM) with and without 5µM of GW2580. **(D)** LDH results for these conditions. Four independent cultures, represented by a total 19 neonatal pups were used for **(A, B)**. **(C, D)** Three independent experiments, in at least duplicate for each condition in **(C, D)**, represented by 17 neonatal pups. Data shown are expressed as means ± standard error (SE). Statistical significance is represented by p-value < 0.01 (**) and p-value < 0.001 (***).

To determine if pretreatment with GW2580 increased the sensitivity of microglia to ROS, cultures were challenged with increasing concentration of H_2_O_2_ in the presence or absence of drug treatment. Microglia pretreated with GW2580 had increased supernatant levels of LDH when stimulated with 50µM, 75µM and 100µM concentrations of H_2_O_2_ compared to control cultures (**Figures 7C, D**), indicating that GW2580 increased susceptibility of cells to a direct ROS challenge. Taken together, these data indicate that CSF1 antagonism by GW2580 suppresses the capacity for microglia to respond to oxidative stressors and sensitizes them to ROS when they become reactive.

### Treatment With the RIP1 Inhibitor Nec-1 Prevented GW2580-Mediated Toxicity

Treatment mediated dysregulation of ROS may promote cell death by either apoptosis or necroptosis (65–67). However, a time course experiment showed that treatment did not cause appreciable changes in the number of cells positively stained for cleaved caspase-3, indicating apoptosis is not likely to be the mechanism of cell death (data not shown). It was recently shown that Toll-like receptor activation in the context of caspase-8 inhibition caused microglia cell death by necroptosis in a manner contingent upon activation of RIP1/RIP3 complex and ROS production (66). CSF1R ligation by CSF1 also promotes caspase-8 activation (68), which may function to inhibit RIP1/RIP3 mediated necroptosis. To test whether necroptosis was involved in cell death resulting from co-treatment with LPS and GW2580, primary microglia were stimulated as before in the presence or absence of Nec-1, a RIP1 antagonist and potent necroptosis inhibitor (**Figure 8A**). Our data show that treatment with Nec-1 inhibited cell death in LPS and GW2580 stimulated cells (**Figure 8B**), indicating an involvement of necroptosis in treatment mediated cell death.

**Figure 8:**
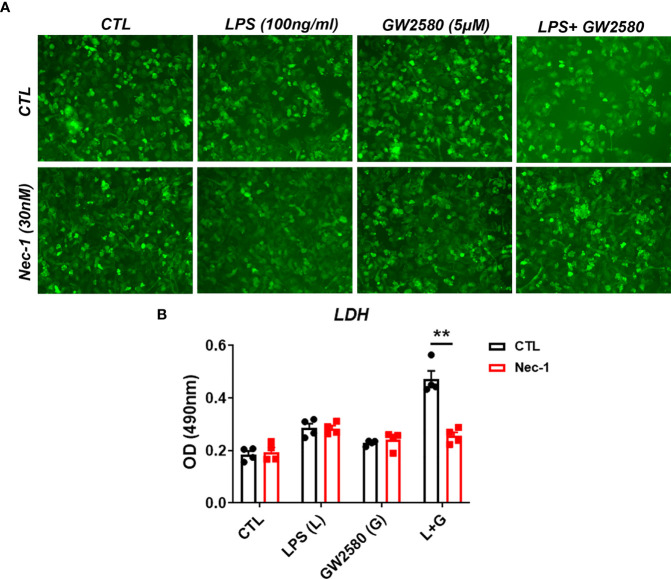
Treatment with the RIP1 inhibitor Nec-1 inhibits cell death in GW2580 and LPS treated cultures. **(A, B)** Primary microglia were treated with either media, LPS (100ng/ml), GW2580 (5µM), or LPS and GW2580 with and without Nec-1 (30nM) for 48h. **(A)** Microglia treatment with Nec-1, inhibitor of necroptosis, was used to inhibit cell death. **(B)** Cell death was addressed by LDH measurement. Data shown is expressed as means ± standard error (SE). Statistical significance is represented by p-value < 0.01 (**).

## Discussion

In the current study we characterized the effects of GW2580, a CSF1R antagonist, on microglia. Herein, we report that treatment does not affect weight, food disappearance or burrowing activity. However, GW2580 induced morphological changes to microglia and altered their transcriptome without affecting viability. 

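Antioxidant and glutathione genes that Supplemental Table 3 does not hold were listed in advance, among them the glutathione synthesis enzymes, the thioredoxin system and NRF2 targets. Of the 39 tested, 11 were lower and 0 higher with GW2580 by the study criteria, and 31 had a negative log2 fold change (median -0.58). Selenow, a small selenoprotein (-2.92), Glrx5, a mitochondrial glutaredoxin (-1.57), Gstm1, a glutathione transferase (-2.97), and Sod3, the extracellular superoxide dismutase (-3.25), had the smallest p. Camera gave an adjusted p = 3.88e-04, and an adjusted p = 0.598 with an estimated correlation, and 0 genes were called by edgeR's quasi-likelihood test when adjusted over the list alone, against 11 lower at an unadjusted p under 0.05 with the fold change. Among 12 genes of NADPH oxidases, which make superoxide, 0 met the criteria (camera adjusted p = 0.968), with Nox1 at 0.88, Ncf1 at 0.83 and Cyba at -1.20. Of all libraries, Vehicle 2 and Vehicle 5 held the most counts of the astrocyte and oligodendrocyte lists. Without these 2 libraries the median of the list was -0.14 over the genes then tested (camera adjusted p = 0.0539) and Sod3 was at 0.26, and without Vehicle 5 alone the median was -0.32.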

Ontology analysis of down regulated genes indicated glutathione metabolic processes and response to oxidative stress may be dysregulated in microglia isolated from treated mice. Indeed, our culture experiments revealed that primary microglia produce ROS after stimulation with LPS, and that cell viability was only reduced under culture conditions in which cells were concurrently treated with GW2580 and LPS, an effect that was ameliorated in the presence of an ROS inhibitor. In addition, we found that GW2580 treated microglia were more sensitive to hydrogen peroxide treatment. In addition, we observed that this effect was abolished in the presence of the necroptosis inhibitor, Nec-1. These data collectively indicate that CSF1R antagonism alters the ability of microglia to regulate oxidative stress, and that concurrent treatment with LPS and GW2580 promotes cell death in a manner contingent on activation of necroptosis.

Our results indicate that eight days of treatment with GW2580 does not affect microglia cell number, burrowing behavior or food disappearance, but evokes subtle changes to microglia morphology. The effects of GW2580 on animal behavior are similar to those reported previously with PLX3397 (37, 44, 69). In fact, previous studies using the microglia depleting CSF1R antagonist PLX3397, demonstrated that treatment does not alter animal behavior in otherwise healthy animals (28, 57). In addition to this, CSF1R inhibition using PLX5622 did not alter body weights (70, 71). Furthermore PLX5622 mediated microglia depletion only altered food intake when fed a diet high in saturated fatty acids, but did not impact food intake under normal conditions (72). In terms of morphological changes, few studies have investigated the effects of systemic treatment with non-depleting CSF1R agonists on microglia morphology. Elmore et al., showed that treatment with PLX3397 depletes microglia and that microglia are only morphologically distinct from controls during the repopulation period (57). Treatment with the same antagonist caused morphological changes after 2 days of treatment (73). Similar effects were observed following PLX5622 treatment (74–76). Given that PLX3397 and PLX5622 both rapidly induce microglial cell death, the finding that these drugs alter morphology might be anticipated. Of relevance, treatment with ki20227 is similar to GW2580 in that it does not alter microglial cell numbers. However, as in our study treatment with ki20227 altered the number of microglial segments and branch endpoints (77). Finally, two additional studies have shown that GW2580 is capable of altering microglial morphology (28, 39). Taken together these data indicate that CSF1R inhibition impacts microglia morphology, and indicate that even the non-toxic molecules affect normal microglial physiology.

To better understand how GW2580 treatment affected microglial physiology, we performed an RNA-sequencing experiment on microglia isolated from the brains of control and GW2580 treated mice. Our findings revealed that treatment caused transcriptomic changes to microglia. Unsurprisingly, our data show that *Csf1* was upregulated in the GW2580 treated group, and that *Csf1r* expression exhibits a trend towards being increased. 

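Of 24 genes of CSF1R signalling, the receptor and its ligands included, 2 were higher by the study criteria, Csf1r and Etv5, an ERK-induced transcription factor (log2 fold change 1.09), and 1 was lower, Il34. The list, which also holds the kinases and adaptors downstream of the receptor, had 19 genes with a positive log2 fold change and a median of 0.44 (camera adjusted p = 0.0419, and adjusted p = 0.851 with an estimated correlation), and 0 genes were called when adjusted over the list alone. Of 22 genes that mark homeostatic microglia 3 were higher and 0 lower, namely Csf1r, Cx3cr1, the fractalkine receptor (1.14), and Mertk, an engulfment receptor (1.11). Their median was 0.45 and camera made no call (adjusted p = 0.139), and Tgfbr1, a receptor of TGF-beta, was at 0.93. Of 24 genes of disease-associated microglia 3 were lower, Fabp5, a fatty acid binding protein (-2.22), Cd63, a tetraspanin (-1.34), and Cst7, a cystatin (-1.08), and 0 higher (median -0.25, camera adjusted p = 0.0825).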

The upregulation of *Csf1* likely reflects an attempt by microglia to increase CSF1R signaling, and indicates that treatment may perturb the CSF1/CSF1R pathway. While many studies have recently utilized pharmacological inhibition of CSFR1 to delete microglia, the effects of CSF1R inhibition on the microglia transcriptome has not been completely elucidated. Similar to our results, data obtained from an RNA sequencing experiment performed on microglia isolated from wild-type and *Csf1r^-/-^* zebrafish, indicated that *Csf1r* expression was increased (78). Additionally, in this zebrafish model, upregulation of genes involved in chemotaxis and migration was observed in *Csf1r*-deficient microglia compared to wild-type controls (78). 

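Gene families of other senses and tissues were tested as well. Of 128 tested vomeronasal, trace amine and taste receptor, keratin-associated, defensin and major urinary protein genes, 45 were higher and 0 lower by the study criteria. Without the low count filter, over the 492 genes with a read, 61 were higher and 15 lower (median log2 fold change 0.13). Taar7d, a trace amine receptor gene (log2 fold change 3.27), and the vomeronasal receptor genes Vmn2r44 (1.90) and Vmn1r78 (2.70) were among those with the smallest p. The median log2 fold change of the tested genes was 0.75, and camera gave an adjusted p = 4.71e-16, and an adjusted p = 0.353 with an estimated correlation, while 2 were called when adjusted over the list alone. Summed CPM, without TMM scaling, were 317, 229, 254, 279.6 and 269.8 in Vehicle 1 to 5 and 691, 298, 261, 717 and 368 in GW2580 1 to 5 (exact two-sided permutation test, p = 0.0635).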

Ontology terms from our upregulated genes associated with treatment showed genes related to G-coupled receptor signaling pathway and sensory perception of smell. However, the RMPK level of the genes associated with these ontology terms was low in the control group. 

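The 40 genes of Supplemental Table 4 had mean levels of 0 to 3.23 RPKM in Vehicle libraries, with a median of 0.411 RPKM, and a median of 1.63 RPKM in GW2580 libraries. Olfr456 had the highest Vehicle mean, and Cnr2 was at 1.85 RPKM in Vehicle and 4.93 RPKM in GW2580 libraries. Taar7d had a mean of 3.20 counts per Vehicle library and 40.0 per GW2580 library. Of the 40 genes 26 passed the low count filter and 25 of these were higher by the study criteria, which include the 19 tested olfactory receptors of the table, and 3 olfactory receptors had 0 counts in all libraries. Over all 1146 olfactory receptor genes, 66 of them with 0 counts in all libraries, the median of the Vehicle means was 0.197 RPKM, and the highest was 7.53 RPKM. The table was chosen by the study on these libraries, so the count of higher genes in it is not independent evidence.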

Oosterhof and coworkers also observed downregulation of genes related to central nervous system development and ion transportation (78), consistent with the findings from our current study. Transcriptomic analyses performed on metastatic tumors from mice treated with AZD7507, another CSF1R pharmacological inhibitor, showed alterations in tumor microenvironment composition and function (79). This does not imply any significance in terms of direct changes in the macrophage population but it suggests that macrophages present in the tumor responded to treatment and altered their relationship with the tumor, because they express CSF1R. Of relevance, human glioblastoma cells also produce CSF1 (80) and treatment with GW2580 inhibits tumor growth following implantation (81).

Transcriptomic analysis of our RNA-sequencing data showed that treatment with GW2580 decreased expression of genes involved in glutathione metabolism and regulation of ROS. 

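Gstm5, a glutathione transferase of the mu class, lies on chromosome 3 of GRCm38 from 107895854 to 107898685. It was at 105 ± 139 CPM (SD, n = 5) in Vehicle and 13.7 ± 4.65 CPM (SD, n = 5) in GW2580 mice, a log2 fold change of -2.94 (standard error 0.725, adjusted p = 0.280 from edgeR's quasi-likelihood test). Gsta4, the transferase that conjugates the lipid peroxidation product 4-hydroxynonenal, lies on chromosome 9 of GRCm38 from 78191966 to 78209349. It was at 46.7 ± 58.1 CPM (SD, n = 5) in Vehicle and 5.08 ± 2.88 CPM (SD, n = 5) in GW2580 mice (log2 fold change -3.20, standard error 0.832). Other glutathione genes of Supplemental Table 3 were Gstm2 (-2.28), Gstm7 (-2.35), Gstt1 (-2.25), Gstt2 (-1.07), Gstt3 (-1.53), Gstk1 (-1.49) and Ggt1, which degrades extracellular glutathione (-1.21), and Mt3, a metallothionein of brain, was at -3.09. Transferase genes of one class are close in sequence and can share reads, so their single levels are uncertain. Vehicle 2 held 347 CPM of Gstm5 and Vehicle 5 held 138 CPM of Gsta4, and without both libraries the log2 fold changes were -1.01 and -0.66.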

We are not aware of other studies that have reported this effect of GW2580 on murine microglia. However, RNA sequencing from *Csf1r*-deficient microglia obtained from zebrafish also showed downregulation of ROS-related genes. These include *Gpx4a* (glutathione peroxidase 4a- down 516), *Mgst2* (microsomal glutathione S-transferase 2), *Gstt1a* (glutathione S-transferase theta 1a), *Gstp1* (glutathione S-transferase pi 1), *Gpx1a* (glutathione peroxidase 1a), *Nrros* (negative regulator of reactive oxygen species), and *Romo1* (reactive oxygen species modulator 1) (78) which are related to glutathione metabolism. Intriguingly, Mac2^+^ microglia that repopulate the brain after PLX5622 mediated deletion upregulate genes related to the ROS pathway (82). This finding is interesting given that intracellular ROS production appears to control the fate of common myeloid progenitors (CMP) in bone marrow. Specifically, CMP cells expressing low levels of ROS differentiate into megakaryocyte-erythrocyte progenitors and those expressing high levels of ROS upregulate CSFR1 and are likely to differentiate into granulocytes or monocytes (83). Continual stimulation of CSF1R by CSF1 inhibits receptor activator of nuclear factor-κB ligand (RANKL), activation of Nox1 and Nox4 protein expression and subsequent osteoclast generation (84). In addition to this, it has been previously proposed that CSF1 increase ROS production *via* NADPH oxidase inducing the expression of RANK (85, 86). Increased intracellular ROS activates both Akt1 and p38 MAPK pathways to regulate monocyte survival (86). Stimulation with TNF seem to upregulate CSF1 production, but in the absence of it, classical monocyte survival factors, including CSF1, GM-CSF and IL-34 seem to not contribute to cell survival (87). In addition, RNA-sequencing performed on microglia isolated from brain and spinal cords of mice treated with the CSF1R inhibitor BLZ945 show that treatment downregulated *Gstm1* (glutathione S-transferase, mu 1) and *Gsto1* (glutathione S-transferase omega 1) (88). Together these data implicate a yet to be established connection between CSF1R signaling, ROS production, detoxification, microglia differentiation and survival.

Since ROS plays an important role in microglia activation and CNS damage this provides a potential mechanism of how CSF1R inhibition, specifically GW2580, works. This becomes very relevant because it was previously found that CSF1 signaling may contribute to the pathology of neurological disorders due to the altered microglia (89). For example, a large-scale RNA-sequencing from spinal cord tissue identified CSF1R as a key node of disease progression in a model of progressive multiple sclerosis (58). They generated a selective CNS-penetrant CSF1R inhibitor molecule and observed attenuation of the inflammatory response in microglia and macrophages and significant reduction of symptoms in the animal model for multiple sclerosis (58). Similar findings have been reported with other CSF1R inhibitors to treat models of multiple sclerosis (42, 70, 90) demyelination (91–94), Alzheimer’s disease (36, 44, 91, 95, 96) neuroinflammation and neurodegeneration (36, 37, 44).

While it is established that CSF1R inhibition readily causes microglia cell death, the mechanism by which the cells die is not clearly established and may be context dependent. For instance, caspase-3^+^ microglia have been detected in naïve mice treated with the CSF1R inhibitor PLX3397 (28). Our data suggest that TLR4 activation *via* LPS stimulation in the presence of GW2580, promotes necroptosis, at least in culture. While growth factor withdrawal is known to promote apoptosis, it has also been shown that interactions between CSF1 and its receptor CSF1R leads to caspase-8 activation *via* activation of phosphatidylinosol-3 and AKT (68). Caspase 8 is an established inhibitor of the RIP1/RIP3 complex and thus reductions in caspase 8 promote cell death by necroptosis. For instance, TLR4 activation induced microglial necroptosis in a TNF/TNFR1 independent manner that was instead dependent on TRIF and RIP3 signaling (66). TLR4 activation recruits the adaptor molecules TRIF and MyD88, TRIF interacts with RIP1 and RIP3 *via* receptor-interacting protein homotypic interaction motif leading to RIPK1 ubiquitination and the formation of RIP1/RIP3 complex directing necrosome formation and necroptosis (66, 97). It is notable that LPS-activated microglia are capable of producing ROS, and that activation of the RIP1/RIP3 complex can also lead to ROS production (66). ROS can activate the necrosome causing necroptosis. As such, inhibition of ROS may prevent necroptosis (66), which relate to our findings as well. In contrast, multiple studies have shown CSF1R inhibition promotes cell death *via* apoptosis (28, 58, 75). However, our data suggest that inhibition of CSF1R signaling during a state of activation may lead to necroptosis, an effect that should be investigated further.

In summary, we have characterized the effects of systemic GW2580 treatment, a CSF1R antagonist, on microglia isolated from healthy mice. While treatment did not alter behavior or microglial cell viability, the data reveal that it suppressed expression of genes involved in regulating ROS. Culture experiments indicate that CSF1R inhibition sensitizes microglia to ROS-mediated cell death. These data indicate a yet to be established link between CSF1R signaling, redox status and microglial cell viability.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE185564.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at the University of Illinois Urbana–Champaign.

## Author Contributions

KS-D, DBM, RWJ, HRG and AJS designed and coordinated the experiments. KS-D performed the experiments. MV-R performed bioinformatics statistical analysis. AYL performed the imaging and analysis. KS-D and AJS drafted the manuscript with inputs from all authors. All authors contributed to the article and approved the submitted version.

## Funding

This research was funded by grants from the National Multiple Sclerosis Society (RG 1807-32053; AJS), the NIH (RF1AG059622; RWJ), the USDA National Institute of Food and Agriculture, Hatch project ILLU-538-941 and by Division of Nutritional Sciences-Vision 20/20 (DBM).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] PaolicelliRCJawaidAHenstridgeCMValeriAMerliniMRobinsonJL. TDP-43 Depletion in Microglia Promotes Amyloid Clearance But Also Induces Synapse Loss. Neuron (2017) 95:297–308.e6. doi: 10.1016/j.neuron.2017.05.037 28669544PMC5519492

[2] Marin-TevaJLDusartIColinCGervaisAvan RooijenNMallatM. Microglia Promote the Death of Developing Purkinje Cells. Neuron (2004) 41:535–47. doi: 10.1016/S0896-6273(04)00069-8 14980203

[3] Soto-DiazKJudaMBBlackmoreSWalshCSteelmanAJ. TAK1 Inhibition in Mouse Astrocyte Cultures Ameliorates Cytokine-Induced Chemokine Production and Neutrophil Migration. J Neurochem (2020) 152:697–709. doi: 10.1111/jnc.14930 31782806

[4] von BernhardiREugenin-von BernhardiLEugeninJ. Microglial Cell Dysregulation in Brain Aging and Neurodegeneration. Front Aging Neurosci (2015) 7:124. doi: 10.3389/fnagi.2015.00124 26257642PMC4507468

[5] GuevaraCADel VallePMercedesCR. Microglia and Reactive Oxygen Species Are Required for Behavioral Susceptibility to Chronic Social Defeat Stress. J Neurosci (2020) 40:1370–2. doi: 10.1523/JNEUROSCI.2175-19.2019 PMC704473332051290

[6] SimpsonDSAOliverPL. ROS Generation in Microglia: Understanding Oxidative Stress and Inflammation in Neurodegenerative Disease. Antioxidants (Basel) (2020) 9:743–70. doi: 10.3390/antiox9080743 PMC746365532823544

[7] BogieJFStinissenPHendriksJJ. Macrophage Subsets and Microglia in Multiple Sclerosis. Acta Neuropathol (2014) 128:191–213. doi: 10.1007/s00401-014-1310-2 24952885

[8] GiuntiDParodiBCordanoCUccelliAKerlero de RosboN. Can We Switch Microglia's Phenotype to Foster Neuroprotection? Focus Multiple Sclerosis Immunol (2014) 141:328–39. doi: 10.1111/imm.12177 PMC393037124116890

[9] HeppnerFLRansohoffRMBecherB. Immune Attack: The Role of Inflammation in Alzheimer Disease. Nat Rev Neurosci (2015) 16:358–72. doi: 10.1038/nrn3880 25991443

[10] BenakisCGarcia-BonillaLIadecolaCAnratherJ. The Role of Microglia and Myeloid Immune Cells in Acute Cerebral Ischemia. Front Cell Neurosci (2014) 8:461. doi: 10.1016/B978-0-12-803058-5.00027-8 25642168PMC4294142

[11] MachadoVZollerTAttaaiASpittauB. Microglia-Mediated Neuroinflammation and Neurotrophic Factor-Induced Protection in the MPTP Mouse Model of Parkinson's Disease-Lessons From Transgenic Mice. Int J Mol Sci (2016) 17:151–75. doi: 10.3390/ijms17020151 PMC478388526821015

[12] RadfordRAMorschMRaynerSLColeNJPountneyDLChungRS. The Established and Emerging Roles of Astrocytes and Microglia in Amyotrophic Lateral Sclerosis and Frontotemporal Dementia. Front Cell Neurosci (2015) 9:414. doi: 10.3389/fncel.2015.00414 26578880PMC4621294

[13] PetrelliFPucciLBezziP. Astrocytes and Microglia and Their Potential Link With Autism Spectrum Disorders. Front Cell Neurosci (2016) 10:21. doi: 10.3389/fncel.2016.00021 26903806PMC4751265

[14] EstesMLMcAllisterAK. Immune Mediators in the Brain and Peripheral Tissues in Autism Spectrum Disorder. Nat Rev Neurosci (2015) 16:469–86. doi: 10.1038/nrn3978 PMC565049426189694

[15] MenzaMDobkinRDMarinHMarkMHGaraMBienfaitK. The Role of Inflammatory Cytokines in Cognition and Other Non-Motor Symptoms of Parkinson's Disease. Psychosomatics (2010) 51:474–9. doi: 10.1371/journal.pone.0047387 PMC298757921051678

[16] DantzerR. Cytokine, Sickness Behavior, and Depression. Immunol Allergy Clin North Am (2009) 29:247–64. doi: 10.1016/j.iac.2009.02.002 PMC274075219389580

[17] WangWYTanMSYuJTTanL. Role of Pro-Inflammatory Cytokines Released From Microglia in Alzheimer's Disease. Ann Transl Med (2015) 3:136. doi: 10.3978/j.issn.2305-5839.2015.03.49 26207229PMC4486922

[18] DikMGJonkerCHackCESmitJHComijsHCEikelenboomP. Serum Inflammatory Proteins and Cognitive Decline in Older Persons. Neurology (2005) 64:1371–7. doi: 10.1212/01.WNL.0000158281.08946.68 15851726

[19] MrakREGriffinWS. Potential Inflammatory Biomarkers in Alzheimer's Disease. J Alzheimers Dis (2005) 8:369–75. doi: 10.3233/JAD-2005-8406 16556968

[20] ErblichBZhuLEtgenAMDobrenisKPollardJW. Absence of Colony Stimulation Factor-1 Receptor Results in Loss of Microglia, Disrupted Brain Development and Olfactory Deficits. PLoS One (2011) 6:e26317. doi: 10.1371/journal.pone.0026317 22046273PMC3203114

[21] PatelSPlayerMR. Colony-Stimulating Factor-1 Receptor Inhibitors for the Treatment of Cancer and Inflammatory Disease. Curr Top Med Chem (2009) 9:599–610. doi: 10.2174/156802609789007327 19689368

[22] LinHLeeEHestirKLeoCHuangMBoschE. Discovery of a Cytokine and Its Receptor by Functional Screening of the Extracellular Proteome. Science (2008) 320:807–11. doi: 10.1126/science.1154370 18467591

[23] MunSHParkPSUPark-MinKH. The M-CSF Receptor in Osteoclasts and Beyond. Exp Mol Med (2020) 52:1239–54. doi: 10.1038/s12276-020-0484-z PMC808067032801364

[24] ZeiselAMunoz-ManchadoABCodeluppiSLonnerbergPLa MannoGJureusA. Brain Structure. Cell Types in the Mouse Cortex and Hippocampus Revealed by Single-Cell RNA-Seq. Science (2015) 347:1138–42. doi: 10.1126/science.aaa1934 25700174

[25] CahoyJDEmeryBKaushalAFooLCZamanianJLChristophersonKS. A Transcriptome Database for Astrocytes, Neurons, and Oligodendrocytes: A New Resource for Understanding Brain Development and Function. J Neurosci (2008) 28:264–78. doi: 10.1523/JNEUROSCI.4178-07.2008 PMC667114318171944

[26] LemmonMASchlessingerJ. Cell Signaling by Receptor Tyrosine Kinases. Cell (2010) 141:1117–34. doi: 10.1016/j.cell.2010.06.011 PMC291410520602996

[27] LuoJElwoodFBritschgiMVilledaSZhangHDingZ. Colony-Stimulating Factor 1 Receptor (CSF1R) Signaling in Injured Neurons Facilitates Protection and Survival. J Exp Med (2013) 210:157–72. doi: 10.1084/jem.20120412 PMC354971523296467

[28] ElmoreMRNajafiARKoikeMADagherNNSpangenbergEERiceRA. Colony-Stimulating Factor 1 Receptor Signaling Is Necessary for Microglia Viability, Unmasking a Microglia Progenitor Cell in the Adult Brain. Neuron (2014) 82:380–97. doi: 10.1016/j.neuron.2014.02.040 PMC416128524742461

[29] YeTWangDCaiZTongLChenZLuJ. Antidepressive Properties of Macrophage-Colony Stimulating Factor in a Mouse Model of Depression Induced by Chronic Unpredictable Stress. Neuropharmacology (2020) 172:108132. doi: 10.1016/j.neuropharm.2020.108132 32407925

[30] HagemeyerNHanftKMAkriditouMAUngerNParkESStanleyER. Microglia Contribute to Normal Myelinogenesis and to Oligodendrocyte Progenitor Maintenance During Adulthood. Acta Neuropathol (2017) 134:441–58. doi: 10.1007/s00401-017-1747-1 PMC595172128685323

[31] HanJHarrisRAZhangXM. An Updated Assessment of Microglia Depletion: Current Concepts and Future Directions. Mol Brain (2017) 10:25. doi: 10.1186/s13041-017-0307-x 28629387PMC5477141

[32] YanDKowalJAkkariLSchuhmacherAJHuseJTWestBL. Inhibition of Colony Stimulating Factor-1 Receptor Abrogates Microenvironment-Mediated Therapeutic Resistance in Gliomas. Oncogene (2017) 36:6049–58. doi: 10.1038/onc.2017.261 PMC566631928759044

[33] MokSKoyaRCTsuiCXuJRobertLWuL. Inhibition of CSF-1 Receptor Improves the Antitumor Efficacy of Adoptive Cell Transfer Immunotherapy. Cancer Res (2014) 74:153–61. doi: 10.1158/0008-5472.CAN-13-1816 PMC394733724247719

[34] PyonteckSMAkkariLSchuhmacherAJBowmanRLSevenichLQuailDF. CSF-1R Inhibition Alters Macrophage Polarization and Blocks Glioma Progression. Nat Med (2013) 19:1264–72. doi: 10.1038/nm.3337 PMC384072424056773

[35] IkegashiraKIkenogamiTYamasakiTOkaTHaseYMiyagawaN. Optimization of an Azetidine Series as Inhibitors of Colony Stimulating Factor-1 Receptor (CSF-1r) Type II to Lead to the Clinical Candidate JTE-952. Bioorg Med Chem Lett (2019) 29:873–7. doi: 10.1016/j.bmcl.2019.02.006 30755337

[36] MancusoRFryattGClealMObstJPipiEMonzon-SandovalJ. CSF1R Inhibitor JNJ-40346527 Attenuates Microglial Proliferation and Neurodegeneration in P301S Mice. Brain (2019) 142:3243–64. doi: 10.1093/brain/awz241 PMC679494831504240

[37] NealMLFlemingSMBudgeKMBoyleAMKimCAlamG. Pharmacological Inhibition of CSF1R by GW2580 Reduces Microglial Proliferation and Is Protective Against Neuroinflammation and Dopaminergic Neurodegeneration. FASEB J (2020) 34:1679–94. doi: 10.1096/fj.201900567RR PMC721250031914683

[38] EdwardsVDSweeneyDTHoHEideCARofeltyAAgarwalA. Targeting of Colony-Stimulating Factor 1 Receptor (CSF1R) in the CLL Microenvironment Yields Antineoplastic Activity in Primary Patient Samples. Oncotarget (2018) 9:24576–89. doi: 10.18632/oncotarget.25191 PMC597385529872489

[39] GerberYNSaint-MartinGPBringuierCMBartolamiSGoze-BacCNoristaniHN. CSF1R Inhibition Reduces Microglia Proliferation, Promotes Tissue Preservation and Improves Motor Recovery After Spinal Cord Injury. Front Cell Neurosci (2018) 12:368. doi: 10.3389/fncel.2018.00368 30386212PMC6198221

[40] ConwayJGMcDonaldBParhamJKeithBRusnakDWShawE. Inhibition of Colony-Stimulating-Factor-1 Signaling *In Vivo* With the Orally Bioavailable cFMS Kinase Inhibitor GW2580. Proc Natl Acad Sci USA (2005) 102:16078–83. doi: 10.1073/pnas.0502000102 PMC127604016249345

[41] MoughonDLHeHSchokrpurSJiangZKYaqoobMDavidJ. Macrophage Blockade Using CSF1R Inhibitors Reverses the Vascular Leakage Underlying Malignant Ascites in Late-Stage Epithelial Ovarian Cancer. Cancer Res (2015) 75:4742–52. doi: 10.1158/0008-5472.CAN-14-3373 PMC467566026471360

[42] BorjiniNFernandezMGiardinoLCalzaL. Cytokine and Chemokine Alterations in Tissue, CSF, and Plasma in Early Presymptomatic Phase of Experimental Allergic Encephalomyelitis (EAE), in a Rat Model of Multiple Sclerosis. J Neuroinflamm (2016) 13:291. doi: 10.1186/s12974-016-0757-6 PMC511133927846891

[43] CrespoOKangSCDanemanRLindstromTMHoPPSobelRA. Tyrosine Kinase Inhibitors Ameliorate Autoimmune Encephalomyelitis in a Mouse Model of Multiple Sclerosis. J Clin Immunol (2011) 31:1010–20. doi: 10.1007/s10875-011-9579-6 PMC322580221847523

[44] Olmos-AlonsoASchettersSTSriSAskewKMancusoRVargas-CaballeroM. Pharmacological Targeting of CSF1R Inhibits Microglial Proliferation and Prevents the Progression of Alzheimer's-Like Pathology. Brain (2016) 139:891–907. doi: 10.1093/brain/awv379 26747862PMC4766375

[45] Martinez-MurianaAMancusoRFrancos-QuijornaIOlmos-AlonsoAOstaRPerryVH. CSF1R Blockade Slows the Progression of Amyotrophic Lateral Sclerosis by Reducing Microgliosis and Invasion of Macrophages Into Peripheral Nerves. Sci Rep (2016) 6:25663. doi: 10.1038/srep25663 27174644PMC4865981

[46] Gomez-NicolaDFransenNLSuzziSPerryVH. Regulation of Microglial Proliferation During Chronic Neurodegeneration. J Neurosci (2013) 33:2481–93. doi: 10.1523/JNEUROSCI.4440-12.2013 PMC661918423392676

[47] ChalmersSAWenJShumJDoernerJHerlitzLPuttermanC. CSF-1R Inhibition Attenuates Renal and Neuropsychiatric Disease in Murine Lupus. Clin Immunol (2017) 185:100–8. doi: 10.1016/j.clim.2016.08.019 PMC532669727570219

[48] JirkofPCesarovicNRettichANichollsFSeifertBArrasM. Burrowing Behavior as an Indicator of Post-Laparotomy Pain in Mice. Front Behav Neurosci (2010) 4:165. doi: 10.3389/fnbeh.2010.00165 21031028PMC2965018

[49] BolgerAMLohseMUsadelB. Trimmomatic: A Flexible Trimmer for Illumina Sequence Data. Bioinformatics (2014) 30:2114–20. doi: 10.1093/bioinformatics/btu170 PMC410359024695404

[50] DobinADavisCASchlesingerFDrenkowJZaleskiCJhaS. STAR: Ultrafast Universal RNA-Seq Aligner. Bioinformatics (2013) 29:15–21. doi: 10.1093/bioinformatics/bts635 23104886PMC3530905

[51] LiaoYSmythGKShiW. Featurecounts: An Efficient General Purpose Program for Assigning Sequence Reads to Genomic Features. Bioinformatics (2014) 30:923–30. doi: 10.1093/bioinformatics/btt656 24227677

[52] RobinsonMDOshlackA. A Scaling Normalization Method for Differential Expression Analysis of RNA-Seq Data. Genome Biol (2010) 11:R25. doi: 10.1186/gb-2010-11-3-r25 20196867PMC2864565

[53] SteelmanAJZhouYKoitoHKimSPayneHRLuQR. Activation of Oligodendroglial Stat3 Is Required for Efficient Remyelination. Neurobiol Dis (2016) 91:336–46. doi: 10.1016/j.nbd.2016.03.023 PMC496253227060559

[54] ShiLJonesWDJensenRVHarrisSCPerkinsRGGoodsaidFM. The Balance of Reproducibility, Sensitivity, and Specificity of Lists of Differentially Expressed Genes in Microarray Studies. BMC Bioinf (2008) 9 Suppl 9:S10. doi: 10.1186/1471-2105-9-S9-S10 PMC253756118793455

[55] GuoLLobenhoferEKWangCShippyRHarrisSCZhangL. Rat Toxicogenomic Study Reveals Analytical Consistency Across Microarray Platforms. Nat Biotechnol (2006) 24:1162–9. doi: 10.1038/nbt1238 17061323

[56] Tabula MurisC. C. Overall, C. Logistical, C. Organ, Processing, P. Library, Sequencing, a. Computational Data, a. Cell Type, G. Writing, G. Supplemental Text Writing, and I. Principal, Single-Cell Transcriptomics of 20 Mouse Organs Creates a Tabula Muris. Nature (2018) 562:367–72. doi: 10.1038/s41586-018-0590-4 PMC664264130283141

[57] ElmoreMRLeeRJWestBLGreenKN. Characterizing Newly Repopulated Microglia in the Adult Mouse: Impacts on Animal Behavior, Cell Morphology, and Neuroinflammation. PLoS One (2015) 10:e0122912. doi: 10.1371/journal.pone.0122912 25849463PMC4388515

[58] HaganNKaneJLGroverDWoodworthLMadoreCSalehJ. CSF1R Signaling Is a Regulator of Pathogenesis in Progressive MS. Cell Death Dis (2020) 11:904. doi: 10.1038/s41419-020-03084-7 33097690PMC7584629

[59] SmithAMGibbonsHMOldfieldRLBerginPMMeeEWCurtisMA. M-CSF Increases Proliferation and Phagocytosis While Modulating Receptor and Transcription Factor Expression in Adult Human Microglia. J Neuroinflamm (2013) 10:85. doi: 10.1186/1742-2094-10-85 PMC372974023866312

[60] SunGYLiRCuiJHanninkMGuZFritscheKL. Withania Somnifera and Its Withanolides Attenuate Oxidative and Inflammatory Responses and Up-Regulate Antioxidant Responses in BV-2 Microglial Cells. Neuromolecular Med (2016) 18:241–52. doi: 10.1007/s12017-016-8411-0 27209361

[61] YaugerYJBermudezSMoritzKEGlaserEStoicaBByrnesKR. Iron Accentuated Reactive Oxygen Species Release by NADPH Oxidase in Activated Microglia Contributes to Oxidative Stress In Vitro. J Neuroinflamm (2019) 16:41. doi: 10.1186/s12974-019-1430-7 PMC637875430777083

[62] PaengSHParkWSJungWKLeeDSKimGYChoiYH. YCG063 Inhibits Pseudomonas Aeruginosa LPS-Induced Inflammation in Human Retinal Pigment Epithelial Cells Through the TLR2-Mediated AKT/NF-kappaB Pathway and ROS-Independent Pathways. Int J Mol Med (2015) 36:808–16. doi: 10.3892/ijmm.2015.2266 26136104

[63] LocatelliSLClerisLStirparoGGTartariSSabaEPierdominiciM. BIM Upregulation and ROS-Dependent Necroptosis Mediate the Antitumor Effects of the HDACi Givinostat and Sorafenib in Hodgkin Lymphoma Cell Line Xenografts. Leukemia (2014) 28:1861–71. doi: 10.1038/leu.2014.81 24561519

[64] KimKHParkJYJungHJKwonHJ. Identification and Biological Activities of a New Antiangiogenic Small Molecule That Suppresses Mitochondrial Reactive Oxygen Species. Biochem Biophys Res Commun (2011) 404:541–5. doi: 10.1016/j.bbrc.2010.12.022 21144820

[65] Redza-DutordoirMAverill-BatesDA. Activation of Apoptosis Signalling Pathways by Reactive Oxygen Species. Biochim Biophys Acta (2016) 1863:2977–92. doi: 10.1016/j.bbamcr.2016.09.012 27646922

[66] KimSJLiJ. Caspase Blockade Induces RIP3-Mediated Programmed Necrosis in Toll-Like Receptor-Activated Microglia. Cell Death Dis (2013) 4:e716. doi: 10.1038/cddis.2013.238 23846218PMC3730412

[67] RyterSWKimHPHoetzelAParkJWNakahiraKWangX. Mechanisms of Cell Death in Oxidative Stress. Antioxid Redox Signal (2007) 9:49–89. doi: 10.1089/ars.2007.9.49 17115887

[68] JacquelABenikhlefNPaggettiJLalaouiNGueryLDufourEK. Colony-Stimulating Factor-1-Induced Oscillations in Phosphatidylinositol-3 Kinase/AKT Are Required for Caspase Activation in Monocytes Undergoing Differentiation Into Macrophages. Blood (2009) 114:3633–41. doi: 10.1182/blood-2009-03-208843 19721010

[69] ShaposhnikZWangXLusisAJ. Arterial Colony Stimulating Factor-1 Influences Atherosclerotic Lesions by Regulating Monocyte Migration and Apoptosis. J Lipid Res (2010) 51:1962–70. doi: 10.1194/jlr.M005215 PMC288274720194110

[70] NissenJCThompsonKKWestBLTsirkaSE. Csf1R Inhibition Attenuates Experimental Autoimmune Encephalomyelitis and Promotes Recovery. Exp Neurol (2018) 307:24–36. doi: 10.1016/j.expneurol.2018.05.021 29803827PMC6380683

[71] SeitzSClarkePTylerKL. Pharmacologic Depletion of Microglia Increases Viral Load in the Brain and Enhances Mortality in Murine Models of Flavivirus-Induced Encephalitis. J Virol (2018) 92:JVI.00525–18–48. doi: 10.1128/JVI.00525-18 PMC606920729899084

[72] ValdearcosMRobbleeMMBenjaminDINomuraDKXuAWKoliwadSK. Microglia Dictate the Impact of Saturated Fat Consumption on Hypothalamic Inflammation and Neuronal Function. Cell Rep (2014) 9:2124–38. doi: 10.1016/j.celrep.2014.11.018 PMC461730925497089

[73] DeINikodemovaMSteffenMDSoknEMaklakovaVIWattersJJ. CSF1 Overexpression has Pleiotropic Effects on Microglia In Vivo. Glia (2014) 62:1955–67. doi: 10.1002/glia.22717 PMC420527325042473

[74] AliSMansourAGHuangWQueenNJMoXAndersonJM. CSF1R Inhibitor PLX5622 and Environmental Enrichment Additively Improve Metabolic Outcomes in Middle-Aged Female Mice. Aging (Albany NY) (2020) 12:2101–22. doi: 10.18632/aging.102724 PMC704175732007953

[75] HenryRJRitzelRMBarrettJPDoranSJJiaoYLeachJB. Microglial Depletion With CSF1R Inhibitor During Chronic Phase of Experimental Traumatic Brain Injury Reduces Neurodegeneration and Neurological Deficits. J Neurosci (2020) 40:2960–74. doi: 10.1523/JNEUROSCI.2402-19.2020 PMC711789732094203

[76] YangXZhaoLCamposMMAbu-AsabMOrtolanDHotalingN. CSF1R Blockade Induces Macrophage Ablation and Results in Mouse Choroidal Vascular Atrophy and RPE Disorganization. Elife (2020) 9:1–30. doi: 10.7554/eLife.55564 PMC715626932234210

[77] HouBJiangCWangDWangGWangZZhuM. Pharmacological Targeting of CSF1R Inhibits Microglial Proliferation and Aggravates the Progression of Cerebral Ischemic Pathology. Front Cell Neurosci (2020) 14:267. doi: 10.3389/fncel.2020.00267 33177990PMC7596178

[78] OosterhofNKuilLEvan der LindeHCBurmSMBerdowskiWvan IjckenWFJ. Colony-Stimulating Factor 1 Receptor (CSF1R) Regulates Microglia Density and Distribution, But Not Microglia Differentiation In Vivo. Cell Rep (2018) 24:1203–17.e6. doi: 10.1016/j.celrep.2018.06.113 30067976

[79] CandidoJBMortonJPBaileyPCampbellADKarimSAJamiesonT. CSF1R(+) Macrophages Sustain Pancreatic Tumor Growth Through T Cell Suppression and Maintenance of Key Gene Programs That Define the Squamous Subtype. Cell Rep (2018) 23:1448–60. doi: 10.1016/j.celrep.2018.03.131 PMC594671829719257

[80] DeISteffenMDClarkPAPatrosCJSoknEBishopSM. CSF1 Overexpression Promotes High-Grade Glioma Formation Without Impacting the Polarization Status of Glioma-Associated Microglia and Macrophages. Cancer Res (2016) 76:2552–60. doi: 10.1158/0008-5472.CAN-15-2386 PMC487344727013192

[81] AchyutBRShankarAIskanderASAraRAngaraKZengP. Bone Marrow Derived Myeloid Cells Orchestrate Antiangiogenic Resistance in Glioblastoma Through Coordinated Molecular Networks. Cancer Lett (2015) 369:416–26. doi: 10.1016/j.canlet.2015.09.004 PMC468623226404753

[82] ZhanLFanLKodamaLSohnPDWongMYMousaGA. A MAC2-Positive Progenitor-Like Microglial Population is Resistant to CSF1R Inhibition in Adult Mouse Brain. Elife (2020) 9:1–22. doi: 10.7554/eLife.51796 PMC759125433054973

[83] ShinoharaAImaiYNakagawaMTakahashiTIchikawaMKurokawaM. Intracellular Reactive Oxygen Species Mark and Influence the Megakaryocyte-Erythrocyte Progenitor Fate of Common Myeloid Progenitors. Stem Cells (2014) 32:548–57. doi: 10.1002/stem.1588 24167091

[84] WittrantYGorinYMohanSWagnerBAbboud-WernerSL. Colony-Stimulating Factor-1 (CSF-1) Directly Inhibits Receptor Activator of Nuclear Factor-{Kappa}B Ligand (RANKL) Expression by Osteoblasts. Endocrinology (2009) 150:4977–88. doi: 10.1210/en.2009-0248 PMC277598619819976

[85] NakanishiAHieMIitsukaNTsukamotoI. A Crucial Role for Reactive Oxygen Species in Macrophage Colony-Stimulating Factor-Induced RANK Expression in Osteoclastic Differentiation. Int J Mol Med (2013) 31:874–80. doi: 10.3892/ijmm.2013.1258 23443487

[86] WangYZeiglerMMLamGKHunterMGEubankTDKhramtsovVV. The Role of the NADPH Oxidase Complex, P38 MAPK, and Akt in Regulating Human Monocyte/Macrophage Survival. Am J Respir Cell Mol Biol (2007) 36:68–77. doi: 10.1165/rcmb.2006-0165OC 16931806PMC1899309

[87] Darrieutort-LaffiteCBoutetMAChatelaisMBrionRBlanchardFHeymannD. IL-1beta and TNFalpha Promote Monocyte Viability Through the Induction of GM-CSF Expression by Rheumatoid Arthritis Synovial Fibroblasts. Mediators Inflamm (2014) 2014:241840. doi: 10.1155/2014/241840 25484525PMC4251793

[88] GiorgettiEPanesarMZhangYJollerSRoncoMObrechtM. Modulation of Microglia by Voluntary Exercise or CSF1R Inhibition Prevents Age-Related Loss of Functional Motor Units. Cell Rep (2019) 29:1539–54.e7. doi: 10.1016/j.celrep.2019.10.003 31693894

[89] ChituVBiundoFShlagerGGLParkESWangPGulinelloME. Microglial Homeostasis Requires Balanced CSF-1/CSF-2 Receptor Signaling. Cell Rep (2020) 30:3004–19.e5. doi: 10.1016/j.celrep.2020.02.028 32130903PMC7370656

[90] WlodarczykABenmamar-BadelACedileOJensenKNKramerIElsborgNB. CSF1R Stimulation Promotes Increased Neuroprotection by CD11c+ Microglia in EAE. Front Cell Neurosci (2018) 12:523. doi: 10.3389/fncel.2018.00523 30687013PMC6335250

[91] PonsVLevesquePPlanteMMRivestS. Conditional Genetic Deletion of CSF1 Receptor in Microglia Ameliorates the Physiopathology of Alzheimer's Disease. Alzheimers Res Ther (2021) 13:8. doi: 10.1186/s13195-020-00747-7 33402196PMC7783991

[92] LiuYGivenKSDicksonELOwensGPMacklinWBBennettJL. Concentration-Dependent Effects of CSF1R Inhibitors on Oligodendrocyte Progenitor Cells Ex Vivo and In Vivo. Exp Neurol (2019) 318:32–41. doi: 10.1016/j.expneurol.2019.04.011 31029597PMC6615458

[93] TahmasebiFPasbakhshPMortezaeeKMadadiSBaratiSKashaniIR. Effect of the CSF1R Inhibitor PLX3397 on Remyelination of Corpus Callosum in a Cuprizone-Induced Demyelination Mouse Model. J Cell Biochem (2019) 120:10576–86. doi: 10.1002/jcb.28344 30628737

[94] BeckmannNGiorgettiENeuhausAZurbrueggSAccartNSmithP. Brain Region-Specific Enhancement of Remyelination and Prevention of Demyelination by the CSF1R Kinase Inhibitor BLZ945. Acta Neuropathol Commun (2018) 6:9. doi: 10.1186/s40478-018-0510-8 29448957PMC5815182

[95] Martin-EstebaneMGomez-NicolaD. Targeting Microglial Population Dynamics in Alzheimer's Disease: Are We Ready for a Potential Impact on Immune Function? Front Cell Neurosci (2020) 14:149. doi: 10.3389/fncel.2020.00149 32581720PMC7289918

[96] SosnaJPhilippSAlbayR3rdReyes-RuizJMBaglietto-VargasDLaFerlaFM. Early Long-Term Administration of the CSF1R Inhibitor PLX3397 Ablates Microglia and Reduces Accumulation of Intraneuronal Amyloid, Neuritic Plaque Deposition and Pre-Fibrillar Oligomers in 5XFAD Mouse Model of Alzheimer's Disease. Mol Neurodegener (2018) 13:11. doi: 10.1186/s13024-018-0244-x 29490706PMC5831225

[97] SeoJNamYWKimSOhDBSongJ. Necroptosis Molecular Mechanisms: Recent Findings Regarding Novel Necroptosis Regulators. Exp Mol Med (2021) 53:1007–17. doi: 10.1038/s12276-021-00634-7 PMC816689634075202

How the deposited data were processed for this re-analysis (not part of the article)

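RNA of brain cells selected with CD11b microbeads from 10 C57BL/6J mice was sequenced, 5 gavaged with vehicle and 5 with GW2580 at 80 mg per kg per day for 8 days, with 1 library per mouse. Replicates 1 and 2 of each group are male and replicates 3, 4 and 5 female. The authors checked read quality with FastQC, ran a quality filter with Trimmomatic that removed no reads, aligned the reads to GRCm38 with STAR and counted uniquely aligned fragments on exons with featureCounts without regard to strand. The deposited values are raw counts per gene for each library, with a summary of the reads that were not counted. The header of the count files names featureCounts 1.6.3 and the RefSeq annotation of GRCm38.p6. Depth was 12550418 to 26079343 counts assigned to genes per library. Reads that align to more than 1 place or overlap more than 1 gene are not in these counts, so genes with near-identical copies are counted too low or at 0. Of 1850 genes annotated both on a chromosome and on another sequence of the assembly, such as an alternate locus, 700 (37.8%) had 0 counts in all libraries, Gstp1 and Cldn5 among them. Of the 43921 genes placed on a chromosome alone, 2.64% had.

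Everything else was computed from the deposited counts, in R 4.3.3. The files hold 46152 NCBI gene IDs, of which 46029 have a symbol and a place in the RefSeq gene table of GRCm38.p6. Genes with more than 1 CPM in at least 3 libraries were tested (28419), and library sizes were the counts assigned to genes scaled by TMM. Then edgeR 4.0.16 compared GW2580 with Vehicle by the quasi-likelihood test with the condition as the only term and Benjamini-Hochberg adjustment over all genes tested. The paper names edgeR but its text does not name the test within it. Genes were counted by the study criteria (unadjusted p under 0.05, fold change over 2) and at an adjusted p under 0.05. Single values were compared by an exact two-sided permutation test of log2 values over the libraries, and the share of higher olfactory receptors by Fisher's exact test. RPKM are CPM divided by the exon length in kilobases. RPKM and sums over several genes use CPM without TMM factors. Standard deviations are over the 5 mice of a group, and the p-values of single genes and of the permutation tests rest on the spread between these mice. Those of Fisher's exact test take genes as the units. Those of camera at a preset correlation compare the genes of a list with the other genes, so neither measures the spread between mice.

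The sample mapping, the tests, the processing alternatives, the gene lists and the rule for named genes were fixed before the data were examined, apart from the alternatives and tests that the closing section names as chosen later. Values in the supplemental tables of the paper had been seen by then. Named genes are those the paper names for its RNA-seq and Supplemental Tables 2 and 3, and the 5 receptor genes of Supplemental Table 4 with the highest CPM. Added to these are up to 10 higher and 10 lower genes with the smallest p that meet the study criteria, reach a mean of 50 scaled counts in the higher group and show no overlap between the groups. So are up to 4 members of each list with the smallest p, and up to 5 genes called for an interaction of sex and treatment. Some genes that this rule names are not reported here. The lists cover homeostatic and disease-associated microglia, immediate early, inflammatory, interferon-stimulated and antigen presentation genes, CSF1R signalling, the cell cycle and antioxidant genes outside Supplemental Table 3. They also cover the redox and estradiol genes of that table, NADPH oxidases, apoptosis, necroptosis, the respiratory chain, ribosomal proteins, the proteasome, the lysosome and cholesterol synthesis. The last are markers of other cell types and the olfactory and other sensory gene families. A list of protein-coding genes of the mitochondrial genome was fixed too, and 0 of its genes were measured, since the counts cover none of them. Some genes stand in more than 1 list: Csf1r in the homeostatic and the CSF1R lists, Psmb5 in the redox and the proteasome lists, and Ndufs8 in the redox and the complex I lists. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry. Of 30 lists tested, camera called 15 (12 lower, 3 higher). With an estimated correlation and with fry 0 were called, while fry called 1 for a change in either direction. Adjusted over the list alone, 0 genes were called in each list for which no such count is given elsewhere.

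The edgeR test was tested on simulated data with 27219 genes, the means and library sizes of the real libraries and 200 changed genes. It called 33 genes, 30 of them changed, and recovered 0% of the genes changed 2-fold and 30% of those changed 4-fold, so calls can be made at this sample size but few. DESeq2 1.42.0 called 128, of which 35 were unchanged, and recovered 14 and 79%. With the quasi-likelihood test, 899 unchanged genes of the simulation met the study criteria. The simulation drew each gene independently, while genes of the real libraries vary together. The 899 are therefore not a false positive level for the real comparison. The direction of 99.5% of the changed genes was recovered.

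The alternatives were other scaling factors (RLE, upper quartile), other tools (DESeq2, the likelihood ratio and exact tests of edgeR, limma-voom), other low count filters, the replicate number as a block, and sex and a score of non-microglial markers as covariates. Libraries were also left out: each library left out in turn, Vehicle 2 and Vehicle 5 left out together, and all males (females only). Added after the data were seen were TMM factors from abundant genes, an offset for transcript length, a filter against background reads, both of these together, 2 stricter criteria, and leaving out GW2580 1 and 4 or Vehicle 5 and GW2580 5. Experiments of the paper without sequencing, such as cultures and morphology, and the gene ontology analysis with DAVID were not analysed here.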

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

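The tests of reads from genomic DNA, of short transcripts and transcript length, of RNA from other brain cells in the antioxidant list outside Supplemental Table 3, and of the exchange of Vehicle 5 and GW2580 5 were chosen only after the result was seen.

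The 3046 genes meeting the study criteria were matched or passed by 10 of 100 splits of the libraries, the real one included here and below (highest other 6784), and the median size of the antioxidant list outside Supplemental Table 3, 0.58, by 6 of 100 (highest other 0.747), so chance cannot be excluded for either. The 23 redox genes of Supplemental Table 3 (highest other split 18, 1 of 100 as large, the real split itself) were picked by the study on the real split, which leaves chance open for them in these libraries. For Ndufs8, Prdx2, Prdx5 and Gpx4 among them, the paper also reports lower levels by qRT-PCR in cultured primary microglia given GW2580. Those are other cells and were not analysed here. RNA of astrocytes and oligodendrocytes in Vehicle 2 and Vehicle 5, which the CD11b selection should remove, may account for part of the lower genes: Clu was at 639 and 3587 CPM in them and at most 119 elsewhere, and without both libraries the median of the lower genes went from -1.52 to -0.64 (0.424 kept, other pairs of Vehicle libraries 0.741 to 1.23) and that of the antioxidant list from -0.58 to -0.12 over the same genes (0.201 kept, other pairs 0.382 to 1.24). The redox genes of Supplemental Table 3 went from -1.49 to -0.88. The share kept of 0.590 is below that of every other pair of Vehicle libraries (0.904 to 1.18), so Vehicle 2 and Vehicle 5 carry a part of their change. It lies between the bounds of 0.5 and 0.67 set in advance, so that for these genes other brain cells cannot be told apart from an effect of GW2580. A lower yield of short transcripts in GW2580 libraries stays open as well: the median of the antioxidant list lay at percentile 0.71 of 10000 lists matched on exon length and expression in bins but at percentile 3.01 of lists matched to the nearest genes, and with an offset for transcript length the list went to -0.32, with 0.559 kept, between the same bounds (camera adjusted p = 0.00506, and 1.80e-05 to 0.598 over the alternatives).

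Of 100 splits, the real one included, 2 gave at least 69 olfactory receptor genes changed one way. The real split had 69 higher with GW2580, and the highest other had 90. This share is under the bound set in advance, but it was 1 of several such tests without correction. Other splits came near, with 68 and 65, and without both GW2580 1 and GW2580 4 the count was 14. So chance is not excluded for the receptor counts. Reads from genomic DNA are a candidate source of these counts: on silent genes the density of X-linked relative to autosomal reads in male libraries was 0.494 of that in female libraries (exact two-sided permutation test, p = 0.00476), as 1 against 2 X chromosomes would give. A comparison with other silent families without the low count filter, planned to tell background reads from receptor transcripts, was void, since the medians of 0.13 and -0.026 stand over genes that go both ways (receptor quartiles -0.83 and 0.78). Over whole families, counts per kilobase of exon were alike for receptors and the other families in each library. Vehicle 1 to 5 held 5.83, 4.82, 4.13, 6.32 and 6.91 for receptors and 5.92, 4.87, 4.15, 6.53 and 7.33 for the others. GW2580 1 to 5 held 13.6, 6.61, 8.47, 12.5 and 6.37 against 14.3, 6.14, 8.87, 12.4 and 6.45. These sums argue against a rise particular to the receptor family. Whether GW2580 libraries took up more such reads by handling was not settled by these tests. Neither was whether a part of the reads of single receptors is transcript that GW2580 raises, and these cannot be told apart.

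The real split called 0 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test (4186 at an unadjusted p under 0.05), which all 100 splits reach. DESeq2, edgeR's likelihood ratio and exact tests and limma-voom called 177, 53, 22 and 0. Of the 100 splits, only the one that exchanges Vehicle 5 and GW2580 5 called any gene, 5327 (2671 higher, 2656 lower), which points to a structure of the samples. The log2 level of short minus long transcripts was -0.68 in Vehicle 5 and 0.81 to 1.54 in the other Vehicle libraries. It was 1.27 in GW2580 5 and -2.31 to -0.11 in the other GW2580 libraries. Vehicle 5 had its highest Spearman correlation across genes with GW2580 2 (0.845) and GW2580 5 with Vehicle 3 (0.963), and in that split Csf1r was at 1.77 (adjusted p = 0.0216 from edgeR) and 1 of the redox genes of Supplemental Table 3 was called, while by the study criteria 4 of them changed one way against 23 in the real split, on which they were picked. Exchanged labels cannot be told apart from a real difference: both mice are labelled female, so sex-linked genes do not separate them, and the columns of Supplemental Table 2 for Vehicle 5 and GW2580 5 lie nearest to the libraries of the same label (as do all others but that of Vehicle 3, which lies nearest to GW2580 5), so an exchange would have to precede the count tables. With an offset for transcript length that split called 7008 genes, 3538 of the 5327 (0.664) among them, which argues against a trend with length as the whole cause and leaves it open as a part. Without both libraries 4844 genes were called, a choice made after seeing the values, so that its p-values are too small.

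Of 50 groups of 5 libraries tested for a single library far from the others, 12 had one. A chance level of about 5% would hold for normally distributed values. The gene levels were not log-transformed, and many groups hold markers of the same cells in the same libraries, so the 12 is no test of an excess. The share of the group's range taken by the gap to the nearest library is given for each. GW2580 3 had more counts assigned to genes than the others (0.794 of the range), and in Vehicle 5 the 50 most abundant genes held 18.7% of counts against 31.6% in the nearest library (0.882). Vehicle 5 stood above the other Vehicle libraries for Csf1r (0.764), Il34 (0.924), Aldh1l1 (0.842), Olig2 (0.794) and Sox10 (0.754), and below them for Siglech (0.766). GW2580 3 stood above the other GW2580 libraries for Tmem119 (0.729), and GW2580 4 for Gfap (0.984), Aldh1l1 (0.726) and Aqp4 (0.732).

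Lists that the paper does not discuss were called by camera. Complex I of the respiratory chain had 9 of 37 lower by the study criteria, with a median log2 fold change of -0.93 (camera adjusted p = 9.78e-15, and 0.491 with an estimated correlation). Among them, Ndufv2 was at -1.63 and Ndufa8 at -1.60. Nuclear genes of the other respiratory complexes had 9 of 51 lower by the study criteria, with a median log2 fold change of -0.97 (camera adjusted p = 3.44e-15, and 0.420 with an estimated correlation). Atp5d, of ATP synthase, was at -1.69 and Cox4i1, of cytochrome oxidase, at -1.72. Cytosolic ribosomal proteins had 6 of 79 lower by the study criteria, with a median log2 fold change of -0.63 (camera adjusted p = 5.54e-14, and 0.682 with an estimated correlation). Rps6 was at -1.06 and Rpl15 at -1.11, and with an offset for transcript length their median was 0.041. The proteasome had 8 of 35 lower by the study criteria, with a median log2 fold change of -0.52 (camera adjusted p = 1.03e-08, and 0.601 with an estimated correlation). Psmb2 was at -1.41 and Psma2 at -1.07. Cholesterol synthesis had 1 of 21 lower by the study criteria, with a median log2 fold change of -0.70 (camera adjusted p = 0.0150, and 0.851 with an estimated correlation), and Pmvk was at -1.31. The markers of ependymal and choroid plexus cells (median -2.01) and of lymphocytes and red cells (-1.36) were lower, and the other sensory and tissue-restricted families (0.75) higher. With an estimated correlation their adjusted p were 0.577, 0.802 and 0.353. Among 10000 lists matched on exon length and expression in bins, over the genes with a match, the median lay at percentile 2.65 for complex I (36 genes, -0.94), 0 for the other complexes (46, -1.01) and 0 for cholesterol synthesis. It lay at percentile 59.4 for the proteasome and 98.9 for ribosomal proteins (78, -0.64), in the upper part of such lists. Matched lists, here and for the antioxidant list, were drawn gene by gene, as if genes were independent. Genes of the real lists vary together, with an estimated correlation of 0.658 for complex I, 0.434 for the other complexes and 0.691 for cholesterol synthesis. The percentiles therefore do not measure the spread between mice.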

How the results depend on the processing

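The alternatives with TMM of abundant genes, the transcript length offset, the background filter, the stricter criteria, and those without GW2580 1 and 4 or without Vehicle 5 and GW2580 5 were chosen only after the result was seen. Csf1 kept its direction and stayed outside the study criteria in all 30 alternatives, and Csf1r kept its direction in all 30. The medians of the antioxidant list outside Supplemental Table 3 and of the redox genes of that table were below 0 in all alternatives run for them. Of 3319 values of 113 named genes under alternatives, 2931 kept direction and side of the criteria, 327 left the criteria, 34 entered them and 27 changed sign. Camera was not run with DESeq2, the likelihood ratio or the exact test, and the interaction was not run with the exact test, with females only or with other terms in the fit. Depth limits the silent families: 201 olfactory receptor genes pass the low count filter and 1080 could be tested without it. Unless stated, the cause of a change was not tested.

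Camera called 0 lists with an estimated correlation and 0 with fry, and the median of the antioxidant list, -0.58, had an adjusted p = 0.598 with an estimated correlation. Genes lower by the study criteria numbered 1230 with upper quartile factors (Reln 0.14), 1068 with TMM of abundant genes (Reln 0.21). With the background filter they numbered 998, with 30 olfactory receptors higher. Genes called at an adjusted p numbered 177 with DESeq2, 53 with the likelihood ratio test and 22 with the exact test. For the interaction of sex and treatment DESeq2 called 2 and the likelihood ratio test 1. Without a low count filter 3120 genes were lower, 125 receptors higher, Csf1r was at 1.26 and 1 gene was called for the interaction. With more than 1 CPM in 5 libraries 33 receptors were higher, since fewer were tested. With the marker score as a covariate 899 genes and 15 redox genes were lower. Of the named genes, Gfap 0.14, Aqp4 0.12, Reln 0.083 and Clu 0.18 changed sign.

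Replicate numbers did not pair the samples: deviations of same-numbered Vehicle and GW2580 libraries correlated across genes at 0.080, 0.13, -0.055, -0.069, -0.39, and no Vehicle library correlated best with its own number. Vehicle 1, 2, 3 and 4 correlated best with GW2580 5, and Vehicle 5 with GW2580 3. With the replicate number as a block 1055 genes were higher and 1499 lower, 23 redox genes were lower, Csf1r was at 1.18 and the antioxidant list at -0.42.

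Without both Vehicle 2 and Vehicle 5, 938 genes and 9 redox genes were lower, Csf1r was at 1.51, the antioxidant list at -0.14 and the marker sum at 0.86. Of the named genes, Gfap 1.23, Aldh1l1 0.57, Aqp4 0.87, Olig2 0.042, Tle2 0.12, Sp9 0.26, Reln 0.089, Sod3 0.26, Sox9 0.71 and Clu 1.22 changed sign. In females only, 264 genes were higher and 530 lower, 8 redox genes lower, 6 receptors higher, Csf1r at 1.22 and Reln at 0.069, with fewer samples. With the length offset the counts were 3796 higher, 1004 lower, 14 redox genes and 126 receptors, and Gm26358 was at 2.36. With the background filter as well there were 3622 higher, 494 lower, 13 redox genes, and Gm26358 at 2.18. Without both GW2580 1 and GW2580 4 the counts were 264 higher, 640 lower, 11 redox genes and 14 receptors, with Csf1r at 1.26, Siglech at 0.073 and Tek at -0.041. Without both Vehicle 5 and GW2580 5 there were 1928 higher, 4129 lower and 4844 called genes and 1 gene called for the interaction. The antioxidant list was then at -0.44 (adjusted p = 0.0922 from camera), the marker sum at 0.31 and Tle2 at 0.0051. At a log2 fold change over 2 the counts were 75 higher, 499 lower, 6 redox genes and 25 receptors. At p under 0.01 they were 406 higher, 522 lower and 43 receptors.

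Leaving out each library in turn gave 597 to 1739 higher genes (without GW2580 1 and Vehicle 5, with 736 without GW2580 4) and 1087 to 3637 lower genes (without GW2580 1 and GW2580 5). It gave 40 to 86 receptors (without GW2580 1 and Vehicle 5, with 42 without GW2580 4) and 19 to 23 redox genes. The log2 fold change of Csf1r ranged over 0.82 to 1.62, of Tle2 over -0.86 to 0.065 and of Reln over -0.12 to 0.12. The marker sum ranged over -0.81 to 0.13 and the antioxidant list over -0.78 to -0.32.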

Differences from the paper's values

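The stricter criteria, TMM of abundant genes, the transcript length offset with the background filter and leaving out both GW2580 1 and GW2580 4 were chosen only after the result was seen. The paper reports 577 differentially expressed genes, 144 upregulated and 433 downregulated, and by its stated thresholds the deposited counts gave 3046, 1141 and 1905. Of the alternatives set before the data were examined, females only gave 794 genes in all and 530 lower, within 1.5 times the paper's numbers. They gave 264 higher, which is not within that range. All others gave more than 1.5 times the paper's total and each of its parts. With a log2 fold change over 2 in place of a fold change over 2, chosen after seeing the values, 574 genes met the criteria, but 75 were higher and 499 lower, and 6 of the 23 tested redox genes that the paper's Supplemental Table 3 lists as decreased remained. Chosen after seeing the values, 3 more settings came within 1.5 times the paper's number of downregulated genes: p under 0.01 (522 lower, 406 higher, 19 of the 23 redox genes), without both GW2580 1 and GW2580 4 (640, 264 and 11), and the background filter with the length offset (494, 3622 and 13).

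For Csf1r the paper gives a p of 0.08, and the unadjusted p here was 0.0394 from edgeR's quasi-likelihood test (5 against 5 libraries, exact permutation test p = 0.0873). Without a low count filter it was 0.0611, with the replicate block 0.103, and within 1.5 times the paper's value in both. Without Vehicle 1, 2, 3 or 4 or GW2580 1 or 3 it was 0.0771, 0.0933, 0.0742, 0.0858, 0.0645 and 0.115, also within 1.5 times. The other alternatives set before the data were examined differed by more. Without both GW2580 1 and GW2580 4, chosen after seeing the values, it was 0.0668, and 11 of the 23 redox genes met the criteria.

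Supplemental Table 2 of the paper gives Reln a log2 fold change of 0.24, and it was -0.021 here (adjusted p = 0.980 from edgeR). It had the sign of the paper's value and lay within the standard error of 0.297 of it, but was smaller, 0.037 to 0.14, with upper quartile factors, the marker score as a covariate, females only, without Vehicle 2 and Vehicle 5 together, and without Vehicle 1, Vehicle 5, GW2580 2 or GW2580 3, and it had the other sign with the other alternatives set before the data were examined. With TMM of abundant genes, chosen after seeing the values, it was 0.21, and 22 of the 23 redox genes met the criteria. The counts of Reln in that table sum to 3394 over the 10 libraries and those in the deposited counts to 1886, and those of Cldn5 to 222 and 0. No alternative changes these counts.

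Of the 3 genes of the CSF1R axis that the paper describes, Csf1 was higher in the mean as stated, but its log2 fold change of 0.70 is below the fold change of the study criteria under each alternative run. Csf1r met the criteria, where the text calls it not significant and the legend of Figure 4D counts it among the significant genes. Il34, for which the paper states no difference, met the criteria as lower (-1.24). It did not meet them with upper quartile factors, limma-voom, the replicate block, sex or the marker score as a covariate, females only, or without Vehicle 5, GW2580 1, GW2580 3, GW2580 5 or Vehicle 2 and 5 together, nor under the later alternatives with other scaling, filters or pairs of libraries left out. Of the genes of Supplemental Table 4, 25 of 26 tested were higher as the paper lists them. Htr2b had a log2 fold change of 0.80, under the fold change of the criteria in each alternative run. The text names Tie2 as an endothelial gene and Supplemental Table 2 prints Tle2, and Tek, the gene of TIE2, was used here.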

Other observations

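Inflammatory and stress programmes showed few genes past the study criteria. Of 22 inflammatory cytokine and NF-kB genes 2 were higher, Nfkbiz, an inducible IkB protein (log2 fold change 1.12), and Ptgs2, cyclooxygenase-2 (1.20). The list had a median of -0.12 and a camera test in the upward direction (adjusted p = 0.968). Of 24 interferon-stimulated genes 2 were lower, Ifi27 (-1.42) and Isg20 (-1.14, adjusted p = 0.330 for the list). Further, 1 of 20 immediate early and dissociation response genes was higher (median 0.24, adjusted p = 0.465). Antigen presentation genes, of which 6 of 17 could be tested, had 0 past the criteria (adjusted p = 0.473), nor had the 24 cell cycle genes (adjusted p = 0.807).

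Among cell death genes, 3 of 24 genes of apoptosis and survival were lower, Bad (-1.54) and the mitochondrial nuclease Endog (-1.30) among them, with a median of 0.017 and a camera test in the downward direction (adjusted p = 0.330). Of 12 necroptosis genes Tlr4, the lipopolysaccharide receptor, was higher (1.47) and Ripk1, the kinase that Nec-1 inhibits, was at 0.88 (adjusted p = 0.451 for the list). Of 24 lysosome and phagocytosis genes 2 were higher, Mertk among them, and 0 lower (median 0.22, adjusted p = 0.565). Over all lists, camera called 15, and 56 of 100 splits, the real one included, gave as many (highest other 26), so chance cannot be excluded for their number.

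Fold changes followed transcript length: among protein-coding genes with a mean over 20 CPM, the median log2 fold change was -1.01 under 1000 exon bases, -0.54 from 1000 to 2000, 0.056 from 2000 to 4000, 0.13 from 4000 to 8000 and 0.14 above 8000 bases. The log2 level of the shortest minus that of the longest class was 1.23, 1.54, 0.99, 0.81, -0.68 in Vehicle 1 to 5 and -1.85, -0.11, -1.07, -2.31, 1.27 in GW2580 1 to 5 (difference -1.59, exact two-sided permutation test, p = 0.0873).

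An interaction of sex and treatment was called for 0 genes by edgeR's quasi-likelihood test (smallest adjusted p = 0.439), with 717 at an unadjusted p under 0.05. DESeq2 called 2, Igha, an immunoglobulin gene of plasma cells, and Serp2, and the edgeR likelihood ratio test called 1, Igha. Both were named after their values were seen. Igha had 196 and 866 counts in the male GW2580 libraries and 1 to 29 in all others, and Serp2 had 930 counts in Vehicle 2 and at most 65 elsewhere.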
